# Histone deacetylase inhibitors: A new mode for inhibition of cholesterol metabolism

**DOI:** 10.1186/1471-2164-9-507

**Published:** 2008-10-29

**Authors:** Sridar V Chittur, Niquiche Sangster-Guity, Paulette J McCormick

## Abstract

**Background:**

Eukaryotic gene expression is a complex process involving multiple cis and trans activating molecules to either facilitate or inhibit transcription. In recent years, many studies have focused on the role of acetylation of histone proteins in modulating transcription, whereas deacetylation of these same proteins is associated with inactivation or repression of gene expression. This study explores gene expression in HepG2 and F9 cell lines treated with Trichostatin A (TSA), a potent histone deacetylase inhibitor.

**Results:**

These experiments show that TSA treatment results in clear repression of genes involved in the cholesterol biosynthetic pathway as well as other associated pathways including fatty acid biosynthesis and glycolysis. TSA down regulates 9 of 15 genes in this pathway in the F9 embryonal carcinoma model and 11 of 15 pathway genes in the HepG2 cell line. A time course study on the effect of TSA on gene expression of various enzymes and transcription factors involved in these pathways suggests that down regulation of *Srebf2 *may be the triggering factor for down regulation of the cholesterol biosynthesis pathway.

**Conclusion:**

Our results provide new insights in the effects of histone deacetylases on genes involved in primary metabolism. This observation suggests that TSA, and other related histone deacetylase inhibitors, may be useful as potential therapeutic entities for the control of cholesterol levels in humans.

## Background

Histone deacetylases (HDACs) are important chromatin remodeling enzymes that are generally involved in transcriptional repression [1]. Mammalian HDACs are classified into three main categories depending on their primary homology to *Saccharomyces cerevisiae *HDACs (RPD3, HDA1 and SIR2). Histone deacetylase inhibitors (HDACIs) tend to show equal effects on gene activation and repression [2-4]. HDACIs have been shown to induce differentiation, apoptosis or growth arrest in a variety of transformed cell lines [5]. This is generally attributed to the ability of these inhibitors to induce an open chromatin conformation facilitating transcription of regulatory genes like p21 which inhibit tumor cell growth [6]. These qualities make HDACIs promising targets for chemotherapeutic intervention.

Recently many different types of HDAC inhibitors have been discovered (Figure 1). These include short chain fatty acids (sodium butyrate, phenylbutyrate, valproic acid) [7], hydroxamic acids (trichostatin A (TSA), suberoylanilide hydromaxic acid (SAHA), pyroxamide, cyclic hydroxamic acid-containing peptides (CHAPs), cinnamic acid bishydroxamic acid (CBHA) and scriptaid) [8,9], cyclic tetrapeptides (trapoxin, apicidin, depsipeptide) [10-13,13], and benzamides (MS-275)[14,15]. Most HDAC inhibitors (HDACIs) developed to date inhibit both Class I and II HDACs equally with the exceptions being valproic acid (5 fold more selective for HDAC1 vs HDACs 5 and 6) and FK-228 (Class I selective). Class I and II HDACs are inhibited by trichostatin A (TSA) and related compounds whereas Class III HDACs are not. As noted, HDACIs have been shown to promote cell cycle arrest, differentiation, and apoptosis in many transformed cultured cell types. In animal models, HDACIs have been shown to inhibit growth of breast, prostate, lung and stomach cancers, as well as neuroblastomas and leukemias, with little toxicity [16,17]. In a previous study looking at the combination regimen of all trans retinoic acid (RA) with the HDACI, Trichostatin A (TSA), we identified several new targets for HDACIs [18]. We also identified critical differences in gene regulation subsequent to treatment with these two agents and a novel promoter module associated with the regulation of a subset of these differentially regulated genes. These analyses focused on the anticancer therapeutic potential of these compounds alone or in combination. Recent analysis of these data identified certain crucial metabolic pathways that have not previously been shown to respond to HDACI treatment and which may be critical in identifying new therapies for cardiovascular health. In this report we discuss the possible role of HDAC inhibition on cholesterol metabolism.

**Figure 1:**
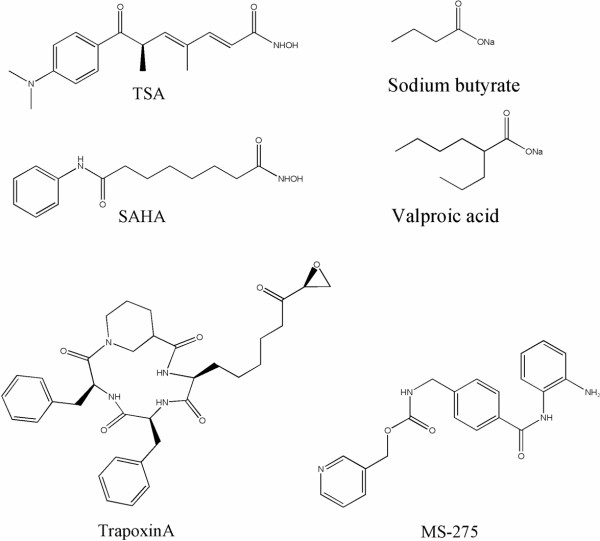
Structures of common HDAC inhibitors.

## Results

### Microarray results from F9 cell treatments

Of the 12,451 mouse genes on the Affymetrix MU74Av2 microarray, 1248 genes (upregulated expression of 489 genes and decreased expression of 759 genes) were found to be significantly differentially expressed following TSA treatment. Of these, only 463 genes were found to be differentially expressed at an arbitrary two-fold or greater level of expression (226 genes up; 237 genes down) (Tables 1 &2, Additional file 1). The raw CEL files for the microarray data are available for download at the Gene Expression Omnibus under series GSE1437. Genes for which up regulated expression was noted were involved in retinoid binding and/or metabolism (e.g., *Crabp2*, *Rbp1*, *Cyp26*), the immune response (*H2-Q7*, *H2-Dma*, *H2-L*, *Cmkor1*, *H-2D4(q)*, *MHC H-2K-f *class 1 antigen); extracellular matrix regulation (*Col5a1*, *Col13a1*, *Gsn*, *Prhp1*, *Tuba3*, *t-PA*, *Cpe*, *Tm4sf6*, *Atp1b2*, *Dsc2*); transcription and maintenance of chromatin structure (*Cbx4*, *Msx2*, *H1f0*, *Elf3*, *Zfpm*), signal transduction (*Il11ra2*, *PLD1*), apoptosis (*Cidea, Zac1*), cell growth regulation (*IGF-II*, *Igfbp3*, *Reck*, *Meis1*, *Scgf*), and embryonic development (*Sema3e*, *Hoxb1 & 4*, *Stra8*, *Hoxa1*, *Cdx-1*). Similarly, genes that were down regulated post-TSA treatment included genes involved in extracellular matrix degradation (*MMP10, Adam23*), transcriptional regulation (*Foxd3*, *UTF1*, *SF1/Nr5a1*, *Msc*, *Mybbp1a*, *HMGI-C*, *lyl1*), signal transduction (*Tdgf1*, *Fst*, *Gna14*, *Il12rb2*, *Il5ra*, *Map3k4*, *Vegfc*), and cell cycle deregulation (*Myb*, *Mybl2*, *Tal1*). Interestingly, we also found down regulated genes involved in pyrimidine biosynthesis (*Dhodh*) and in the cholesterol metabolism pathway (*Mvk*, *Lss*, *Hmgcr*, *Fasn and Sqle*) (Figure 2). This latter finding was intriguing and we decided to extend our investigations beyond the pluripotent mouse EC cells. These experiments were repeated using the more relevant human hepatocarcinoma derived HepG2 cells, since these are hepatic in origin and the liver is the primary source for cholesterol and fatty acid metabolism in humans. While these are not primary hepatocytes, this cell line offers the ability to both explore the hereto unknown effects of TSA on cholesterol metabolism and also look at the previously known targets of this drug.

**Table 1:** Genes upregulated by TSA treatment in F9 cells (representative genes from total of 226 genes at 2-fold level of expression)

**Treatment type**		**EtOH**		**TSA**			
**Systematic**	**FC**	**Norm**	**SE**	**Norm**	**SE**	**Gene**	**GB Acc**

93714_f_at	14.5	1.64	1.0	23.82	3.1	H2-L	AI117211
100127_at	18.0	1.08	0.2	19.37	3.4	CRABP2	M35523
92770_at	18.3	0.83	0.2	15.28	2.0	S100A6	X66449
95471_at	23.2	0.75	0.3	17.30	2.4	CDKN1C	U22399
93981_at	12.8	1.07	0.3	13.72	3.0	PLAT	J03520
92275_at	10.2	1.00	0.3	10.16	0.5	TCFAP2C	X94694
92502_at	7.6	1.00	0.1	7.60	0.8	ZAC1	X95504
100139_at	6.6	0.92	0.3	6.11	0.7	PCSK1N	AI841733
98758_at	6.0	0.82	0.2	4.92	0.4	ALOX15	L34570
160547_s_at	5.7	0.98	0.1	5.60	0.7	TXNIP	AI839138
94545_at	5.5	1.02	0.2	5.60	0.1	RTN1	AW123115
99906_at	4.8	0.93	0.2	4.48	0.4	ESX1	AF085715
93875_at	4.7	1.03	0.2	4.84	0.9	HSP70-3	M12571
161482_f_at	4.7	1.21	0.2	5.65	1.1	PRPH1	AV068234
104716_at	3.8	0.99	0.2	3.82	0.1	RBP1	X60367
99642_i_at	3.6	0.94	0.2	3.40	0.2	CPE	X61232
94881_at	3.3	0.77	0.3	2.59	0.1	CDKN1A	AW048937
99643_f_at	3.2	0.99	0.1	3.16	0.3	CPE	X61232
98067_at	3.2	0.77	0.2	2.43	0.1	CDKN1A	U09507
92501_s_at	3.0	1.01	0.2	3.04	0.5	ZAC1	X95503
93120_f_at	2.9	1.04	0.1	3.01	0.3	H2-K; H-2K	V00746
97487_at	2.8	0.94	0.1	2.60	0.2	SERPINE2	X70296
96704_at	2.6	0.95	0.1	2.52	0.4	SFN	AF058798
93888_at	2.5	0.84	0.2	2.10	0.1	HOXB1; HOX-2.9	X53063
95297_at	2.3	1.06	0.3	2.48	0.3	HOXA1	M22115
93278_at	2.1	1.03	0.2	2.21	0.6	SCP2	M91458
104580_at	2.1	0.79	0.2	1.67	0.1	PLCD	U85711

FC: fold change; Norm: Normalized signal, SE: std error of normalized signal; GB Acc: GeneBank Accession number

**Table 2:** Genes downregulated by TSA treatment in F9 cells (representative genes from total of 237 genes at 2-fold level of expression)

**Treatment type**		**EtOH**		**TSA**			
**Systematic**	**FC**	**Norm**	**SE**	**Norm**	**SE**	**Gene**	**GB Acc**

92889_r_at	-25.8	1.00	0.2	0.04	0.05	FOXD3	AF067421
100700_s_at	-6.3	0.97	0.1	0.15	0.06	NR5A1	AB000490
94712_at	-5.3	1.15	0.2	0.22	0.08	VEGFC	U73620
101578_f_at	-4.9	1.25	0.44	0.26	0.09	ACTB	M12481
99963_at	-4.6	1.26	0.28	0.28	0.11	ZFP101	U07861
93731_at	-4.5	0.96	0.13	0.21	0.07	FKBP9	AF090334
100701_r_at	-3.8	0.94	0.1	0.25	0.07	NR5A1	AB000490
99323_at	-3.7	1.01	0.1	0.27	0.10	IL12RB2	U64199
98817_at	-3.7	1.02	0.2	0.28	0.11	FST	Z29532
99058_at	-3.7	1.05	0.2	0.29	0.11	HMGA2	X99915
95632_f_at	-3.3	0.91	0.3	0.28	0.08	MVK	AW122653
93002_r_at	-3.2	0.86	0.2	0.27	0.07	TDGF1	M87321
102220_at	-2.8	0.90	0.1	0.33	0.08	UTF1; AI505934	AB017360
160737_at	-2.7	1.13	0.2	0.41	0.07	LSS	AW060927
99425_at	-2.6	0.91	0.2	0.35	0.07	HMGCR	X07888
93065_at	-2.6	1.17	0.23	0.45	0.12	IL11RA1	U14412
103683_at	-2.5	0.90	0.2	0.35	0.07	DHODH	AF029667
104285_at	-2.3	1.02	0.2	0.44	0.08	HMGCR	M62766
160832_at	-2.3	0.97	0.16	0.43	0.06	LDLR	Z19521
98575_at	-2.2	1.06	0.2	0.48	0.08	FASN	X13135
94322_at	-2.2	0.97	0.1	0.44	0.07	SQLE	D42048
93234_at	-2.1	1.11	0.2	0.52	0.07	MSC	AF087035

FC: fold change; Norm: Normalized signal, SE: std error of normalized signal; GB Acc: GeneBank Accession number

**Figure 2:**
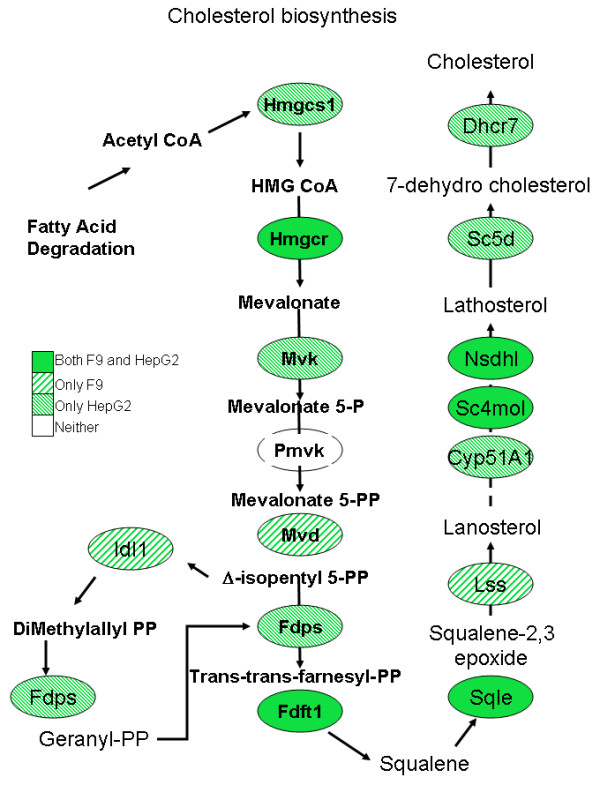
**Map of cholesterol biosynthesis.** TSA down regulates 9 of 15 genes in this pathway in the F9 embryonal carcinoma model and 11 of 15 pathway genes in the HepG2 cell line.

### Microarray results from HepG2 experiments

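HepG2, a human hepatocarcinoma line that secretes many liver proteins, was treated for 24 h with TSA, an inhibitor of class I and II histone deacetylases, or with ethanol as the control (final concentration 0.2%). RNA from 3 TSA treated and 3 ethanol treated cultures was labelled and hybridized to 1 Affymetrix HG-U133 Plus 2.0 array each. The Methods give the TSA concentration as 0.35 µM, and the sample labels give it as 0.5 µM. The deposited values are the authors' MAS5 signal intensities on a linear scale, with each array scaled to the same trimmed mean (500.1). Here each array was divided by its own median (50th percentile), as the Methods describe, so that a scaled signal of 1 is the median probe set of that array. Before this step the median signal was 129 ± 8.25 (SD, n = 3) on the ethanol arrays and 168 ± 4.70 (SD, n = 3) on the TSA arrays. The scaled signals were put on the log2 scale without an offset, and TSA was compared with ethanol by limma over 54613 probe sets, with a spread that follows the signal level and Benjamini-Hochberg adjustment. A probe set was called higher or lower at a two-sided adjusted p under 0.05. Each gene is represented by the probe set with the highest mean log2 signal over the 6 arrays among those annotated to it alone, leaving out x_at probe sets, which can hybridize with related transcripts, where the gene has any other; 'brightest' has this meaning below. With 3 arrays against 3, an exact permutation test of 1 gene cannot give a p below 0.1, and the number of arrays limits the precision of every value. The p-values measure only the spread between these cultures, whose independence the Methods state for F9 cells and do not spell out for HepG2 cells.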

Of the 54,613 human genes on the Affymetrix HU133 plus 2.0 array, only 6,513 showed significant differential expression following TSA treatment (p value < 0.05). The raw CEL files for the microarray data are available for download at the Gene Expression Omnibus under series GSE4465. TSA treatment of this cell line resulted in 1561 genes being up regulated and 4952 genes being down regulated at this level of significance (Figure 3). This observation was surprising since the current paradigm of HDAC inhibition suggests equal effects on gene activation and repression after treatment with an HDAC inhibitor [3,4]. Furthermore, using a two-fold cutoff, the genelist was reduced to 3229 genes with 254 up and 2975 down regulated (see Tables 3 and 4; Additional file 1) further emphasizing the extreme extent of gene expression down regulation following HDACI treatment. 

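With each array divided by its median, most of the HepG2 probe sets that changed were lower after TSA treatment. Of 54613 probe sets, 9704 were lower and 2851 were higher, so that 77.3% of the 12555 that changed had fallen. Counted by gene, 4865 of 19775 genes were lower and 1424 were higher. Genes of basic cell machinery were among those that fell on this scale. Of 23 proteasome and splicing genes, 16 were lower and 0 were higher (17 lower and 1 higher when adjusted over the list alone, and 10 to 12 lower and 2 to 6 higher under the other scalings), among them SRSF3 and HNRNPC, which bind RNA during splicing, at log2 fold changes of -1.31 and -1.31. Of 29 genes of oxidative phosphorylation, 20 were lower and 3 were higher (22 lower and 3 higher when adjusted over the list alone, and 11 to 13 lower and 4 to 7 higher under the other scalings), with cytochrome c1 (CYC1) at -1.26 and the complex I subunits NDUFS3 and NDUFA2 at -0.97 and 0.73. NDUFA2 was called higher under all 5 other scalings, but for the mean of all its probe sets it was at -0.0042 and not called. Of 32 ribosomal protein genes, 12 were lower and 0 were higher (15 lower and 0 higher when adjusted over the list alone, and 2 to 6 lower and 0 to 7 higher under the other scalings), with a median log2 fold change of -0.26 that reached 0.12 under another scaling. The camera test placed these 3 lists below the other genes (adjusted p = 4.3e-05, 0.0012 and 0.0099), and with an estimated correlation each missed the threshold (adjusted p = 0.47, 0.47 and 0.63). The calls of all 3 lists were also lost under at least 1 other scaling, where the adjusted p reached 0.30, 0.86 and 0.92. The balance between higher and lower probe sets changed with the scaling of the arrays. With the signals as deposited, 7296 probe sets were higher and 5480 lower, and with hybridisation controls as the reference 6042 were higher and 5758 lower. Division by the 75th percentile gave 5538 higher and 6489 lower, quantile normalization 5355 and 5968, and ribosomal protein genes as the reference 5340 and 5739. The median log2 change over all probe sets was -0.11 after division by the array median and 0.27 as deposited. Control probe sets for bacterial transcripts that were not added to the samples had a geometric mean signal of 13.9 ± 0.804 (SD, n = 3) on the ethanol arrays and 23.6 ± 4.33 (SD, n = 3) on the TSA arrays, as deposited.

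**Figure D1:**
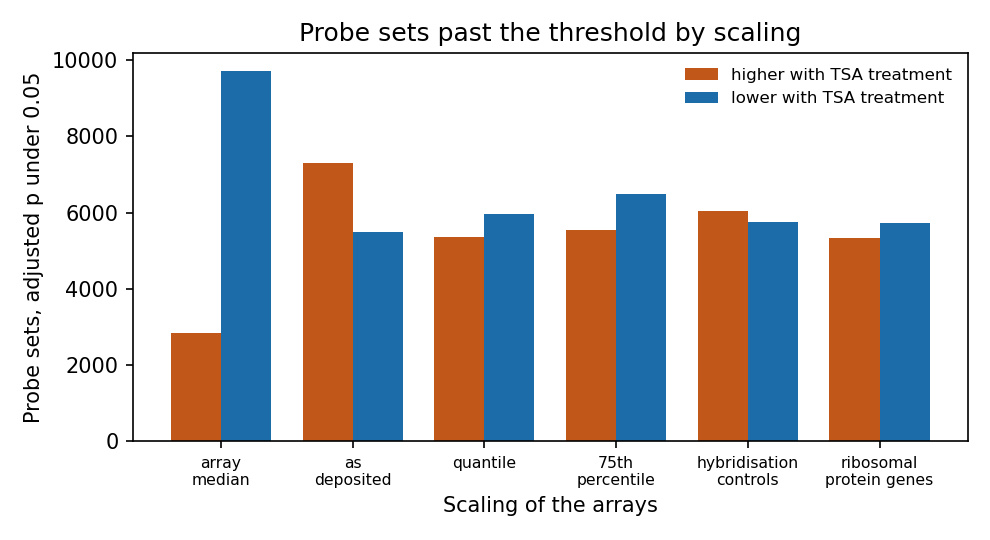
Number of probe sets higher or lower with TSA treatment at an adjusted p under 0.05 (vertical axis) under each scaling of the arrays (horizontal axis). Lower probe sets outnumber higher ones by 9704 to 2851 after division by the array median, and higher ones outnumber lower ones by 7296 to 5480 as deposited.

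**Figure D2:**
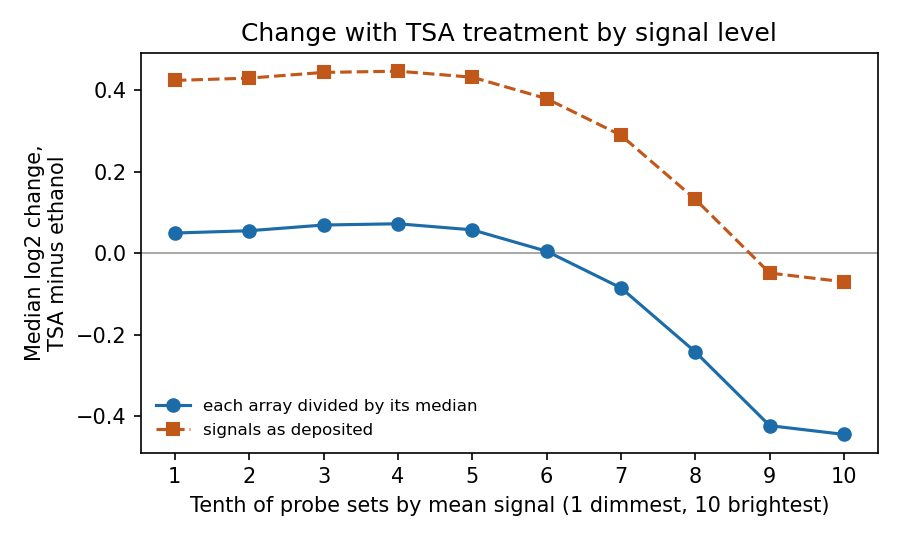
Median log2 change, TSA minus ethanol (vertical axis), in each of 10 equal groups of probe sets ordered by mean signal (horizontal axis). The brightest group lies at -0.44 on the median scale and at -0.070 as deposited, below the dimmest group at 0.050 and 0.42.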

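At a fold change of at least 2, HepG2 cells again had more genes lower than higher after TSA treatment on the median scale: 4146 probe sets were lower and 1668 were higher. By gene, 1840 were lower and 774 were higher. ANGPTL8, a liver hormone that regulates triglyceride clearance, was 12.6 fold lower (adjusted p = 0.0015) and the insulin receptor gene INSR was 2.09 fold lower by its brightest probe set (adjusted p = 0.0049), with a log2 fold change of -2.85 by the probe set of Table 4 (adjusted p = 0.0015). TCEA3, an elongation factor, FBXO4, an F-box protein, and AVEN, an inhibitor of apoptosis, were 11.4, 11.5 and 5.63 fold lower. Genes were ranked by log2 fold change without an offset. The ranking took called probe sets of 1 gene whose groups do not overlap and whose higher group is above the array median. It was not limited to each gene's brightest probe set, and PARP10 is ranked by an x_at probe set. Other probe sets of the ranked genes are not given here. The 10 at the top of the ranking were CCDC13-AS2, IRGM, MIR7-3HG, SOX8, FOS, SLC25A27, PHOSPHO1, BIK, COXFA4L3 and EID1, from 6.41 down to 4.85. BIK, a pro-apoptotic member of the BCL2 family, went from a scaled signal of 0.400 ± 0.0759 (SD, n = 3) to 12.9 ± 1.32 (SD, n = 3), and the transcription factor FOS from 0.153 ± 0.0153 (SD, n = 3) to 6.17 ± 2.37 (SD, n = 3). CERS4, PSMB8, CFLAR, PARP10, RNF213, RIN3, XYLB, EPS8L2, THRB and TBX2 were at the bottom of the same ranking, from -5.65 to -4.29. UBD of Table 4 has no probe set of its own in the annotation used and was not ranked. PSMB8, a subunit of the immunoproteasome, went from 5.35 ± 2.71 (SD, n = 3) to 0.147 ± 0.0135 (SD, n = 3). Each of these 20 genes lies well below the array median in 1 of the groups, so the size of its fold and its rank are loosely fixed. With 0.5 of the median added before the log, the order within each 10 changed. The 10 that rose were then at 1.64 (SLC25A27) to 4.15 (MIR7-3HG), and the 10 that fell at -3.21 (PARP10) to -1.58 (RIN3). The balance at 2 fold also moved with the scaling. It was 3611 higher and 1781 lower as deposited, 3184 and 1985 with hybridisation controls, 2966 and 2063 with ribosomal protein genes, 2839 and 2227 with the 75th percentile, and 2104 and 2396 with quantile normalization.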

Genes that showed up regulated expression include phospholipid transfer protein (*Pltp*), tissue inhibitors of metalloproteinase 1 and 2 (*Timp1, Timp2*) and transforming growth factor beta 1 (*Tgfβ1*). 

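The genes for these secreted proteins were higher after TSA treatment of HepG2 cells. PLTP, which moves phospholipids between lipoproteins, had a scaled signal of 8.05 ± 0.810 (SD, n = 3) with ethanol and 28.7 ± 3.21 (SD, n = 3) with TSA, 3.56 fold higher (log2 fold change 1.83, standard error 0.12, adjusted p = 2.5e-05). TIMP1, an inhibitor of matrix metalloproteinases, rose 2.82 fold, from 9.11 ± 0.455 (SD, n = 3) to 25.9 ± 4.18 (SD, n = 3) (adjusted p = 6.1e-05). Its relative TIMP2 rose 1.48 fold by its brightest probe set (adjusted p = 0.0039), and the growth factor TGFB1 rose 2.32 fold (adjusted p = 2.2e-04). Of the other genes in Table 3, TXNIP, which binds and inhibits thioredoxin, rose 7.28 fold, from 12.7 ± 1.40 (SD, n = 3) to 92.6 ± 12.4 (SD, n = 3) (adjusted p = 7.2e-06), and 10.2 fold by the probe set of Table 3. The transcription factor EGR1 rose 9.54 fold (adjusted p = 7.2e-06), the metallothionein MT1X 4.37 fold (adjusted p = 3.1e-05) and the cytokine TNFSF9 3.72 fold (adjusted p = 9.7e-05). All of these genes were also called higher by limma under the 5 other scalings. The probe sets that Table 3 prints as TUBB and CHST6 belong to TUBB2B and COTL1 in the annotation used here, and they rose 18.6 and 4.60 fold (adjusted p = 2.2e-06 and 2.0e-05). The beta tubulin gene TUBB was 2.23 fold lower by its probe set that is not of the x_at type (adjusted p = 7.4e-05) and 1.85 and 1.71 fold lower by its brighter x_at probe sets, under the other scalings too, and the sulfotransferase CHST6, near the floor of the arrays (0.0884 with ethanol), missed the threshold at a log2 fold change of 1.45 (adjusted p = 0.066), though 4 of the 5 other scalings called it higher.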

Perhaps more importantly, the interesting downregulated genes included thymidylate synthetase (*Tyms*), formyltetrahydrofolate dehydrogenase (*Fthfd*), dihydroorotate dehydrogenase (*Dhodh*) and CTP synthase II (*CTPSII*) (all of which are related to pyrimidine biosynthesis) as well as genes related to lipid transport and fatty acid metabolism including low density lipoprotein receptor (*ldlr*), enoyl-Coenzyme A hydratase, acyl-Coenzyme A dehydrogenase (*Acadm*), apolipoproteins A5, C3, L1, high density lipoprotein binding protein (*vigilin*); and 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 (*Hmgcs1*), farnesyl-diphosphate farnesyltransferase 1 (*Fdft1*), squalene epoxidase (*Sqle*), sterol regulatory element binding transcription factor 2 (*Srebf2*) and 7-dehydrocholesterol reductase (*Dhcr7*). 

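Most of the genes named here, which act in nucleotide synthesis, fatty acid oxidation and lipid transport, were lower in HepG2 cells after TSA treatment. For ALDH1L1 and HDLBP this depended on the probe set, as it did for DHODH, whose values are given in the Discussion. CTPS2, which makes CTP from UTP, fell from a scaled signal of 5.95 ± 0.199 (SD, n = 3) to 2.29 ± 0.402 (SD, n = 3) (log2 fold change -1.39, standard error 0.15, adjusted p = 2.3e-04). ALDH1L1, the formyltetrahydrofolate dehydrogenase, gave different results by probe set: the one printed in Table 4 was 6.87 fold lower (adjusted p = 3.6e-04), and the other, dimmer with ethanol (1.75 against 3.37) and with the higher mean log2 signal over the 6 arrays, had a log2 fold change of 0.019 (adjusted p = 0.97). ECH1, an enoyl-CoA hydratase of fatty acid oxidation, was 3.95 fold lower (from 18.6 ± 4.36 (SD, n = 3) to 4.61 ± 0.0907 (SD, n = 3), adjusted p = 6.2e-05 from limma), and the acyl-CoA dehydrogenase ACADM was 2.77 fold lower (adjusted p = 2.2e-05). Among apolipoproteins, APOC3, which slows the breakdown of triglycerides in plasma, fell 5.28 fold, from 87.5 ± 7.10 (SD, n = 3) to 16.7 ± 2.33 (SD, n = 3). APOL1 fell 5.16 fold (adjusted p = 0.0010) and APOA5 3.95 fold (adjusted p = 1.6e-05), or 4.64 fold by the probe set of Table 4. For HDLBP (vigilin), the probe sets of Table 4 fell 3.13 and 2.30 fold (adjusted p = 1.5e-04 and 0.0077). The brightest probe set of HDLBP, x_at probe sets apart, had a log2 fold change of -0.30 (adjusted p = 0.039), a call that every other scaling ended and that 4 of them turned positive, up to 0.17; a still brighter x_at probe set did not pass (-0.22, adjusted p = 0.38).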

Notably 11 of these genes are involved in cholesterol metabolism (Figure 2).

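Most of the cholesterol biosynthesis enzymes analysed here were lower in HepG2 cells after TSA treatment. Of the 15 enzymes drawn in Fig. 2, 12 were analysed, and of these 9 were lower, 0 were higher and 3 did not pass the test (9 lower when adjusted over the list alone). HMGCS1, which makes HMG-CoA, had the largest decrease, from a scaled signal of 20.0 ± 1.21 (SD, n = 3) to 5.37 ± 1.26 (SD, n = 3) (log2 fold change -1.92, standard error 0.16, adjusted p = 6.8e-05). FDPS, which makes farnesyl diphosphate, fell from 33.5 ± 1.54 (SD, n = 3) to 12.3 ± 0.642 (SD, n = 3) (log2 fold change -1.44, adjusted p = 2.2e-05), and the squalene epoxidase SQLE fell from 67.9 ± 5.08 (SD, n = 3) to 27.0 ± 1.93 (SD, n = 3) (log2 fold change -1.33, adjusted p = 3.5e-05). The sterol processing enzymes NSDHL, MSMO1 and SC5D had log2 fold changes of -1.43, -1.43 and -0.78. Mevalonate kinase (MVK), lanosterol synthase (LSS) and the last enzyme of the pathway, DHCR7, were at -0.69, -0.68 and -0.58. MVD, IDI1 and PMVK were at -0.36 (adjusted p = 0.42), -0.069 (adjusted p = 0.81) and 0.17 (adjusted p = 0.62). As a group the enzymes ranked below the other genes (camera, adjusted p = 3.8e-04), though not with an estimated correlation (adjusted p = 0.43). Under the other scalings 6 to 8 of the enzymes were called lower and 0 or 1 higher: the call on DHCR7 was lost in all 5, and MVK and LSS in 1 each. With the methods' t-test and adjustment in place of limma, 4 of the enzymes were called lower.

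**Figure D3:**
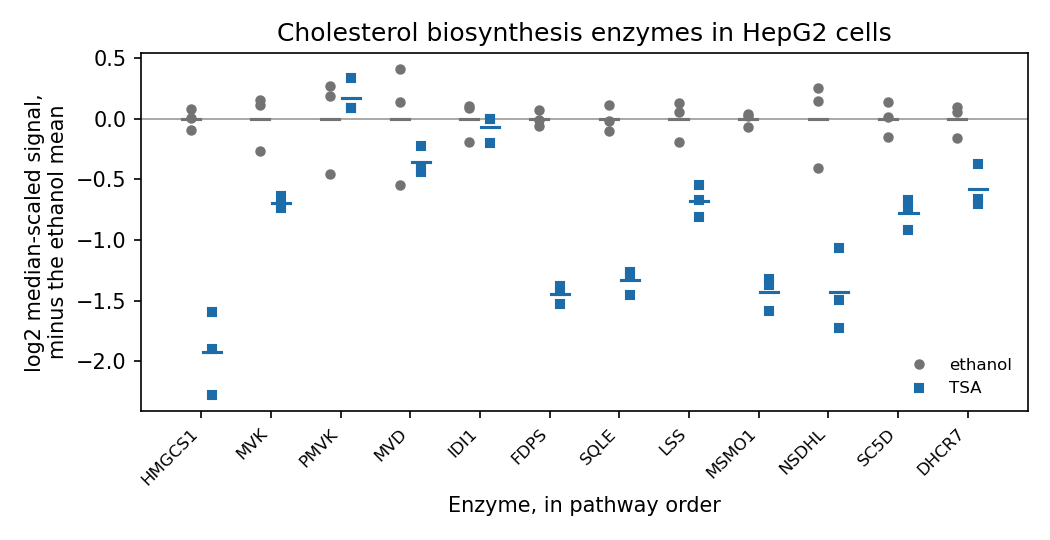
log2 median-scaled signal of each enzyme on each array, minus the mean of the ethanol arrays (vertical axis), for 12 enzymes in pathway order (horizontal axis); points are the 3 arrays of a group and lines their means. HMGCS1 has the lowest TSA mean, at -1.92, and PMVK the highest, at 0.17.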

**Table 3:** Genes upregulated by TSA treatment in HEPG2 cells (representative genes from total of 254 genes at 2-fold level of expression)

**Treatment type**		**EtOH**		**TSA**			
**Systematic**	**FC**	**Norm**	**SE**	**Norm**	**SE**	**Gene**	**GB Acc**

214023_x_at	18.5	1.00	0.1	18.61	1.2	TUBB	AL533838
201008_s_at	10.2	0.94	0.1	9.60	1.1	TXNIP	AA812232
227404_s_at	9.5	1.00	0.1	9.50	0.3	EGR1	AI459194
218280_x_at	6.5	0.92	0.1	5.97	0.4	HIST2H2AA	NM_003516
221059_s_at	4.6	0.95	0.1	4.36	0.2	CHST6	NM_021615
208581_x_at	4.4	0.96	0.1	4.20	0.2	MT1X	NM_005952
203158_s_at	3.9	1.00	0.1	3.91	0.2	GLS	AF097493
206907_at	3.7	1.09	0.1	4.07	0.3	TNFSF9	NM_003811
202075_s_at	3.6	0.98	0.1	3.48	0.2	PLTP	NM_006227
201666_at	2.8	1.01	0.1	2.84	0.2	TIMP1	NM_003254
203085_s_at	2.3	1.02	0.1	2.35	0.2	TGFB1	BC000125

203167_at	2.3	1.00	0.1	2.25	0.0	TIMP2	NM_003255

FC: fold change; Norm: Normalized signal, SE: std error of normalized signal; GB Acc: GeneBank Accession number

**Table 4:** Genes downregulated by TSA treatment in HEPG2 cells (representative genes from total of 2975 genes at 2-fold level of expression)

**Treatment type**		**EtOH**		**TSA**			
**Systematic**	**FC**	**Norm**	**SE**	**Norm**	**SE**	**Gene**	**GB Acc**

205890_s_at	-30.7	0.975	0.05	0.032	0.02	UBD	NM_006398
220437_at	-12.6	0.976	0.08	0.078	0.06	LOC55908	NM_018687
223493_at	-11.5	1.056	0.07	0.092	0.06	FBXO4	AF129534
226388_at	-11.4	1.015	0.06	0.089	0.03	TCEA3	AI675780
202589_at	-9.6	1.07	0.09	0.11	0.04	TYMS	NM_001071
203979_at	-8.7	1.007	0.08	0.115	0.05	CYP27A1	NM_000784
226216_at	-7.2	0.887	0.11	0.123	0.06	INSR	W84556
209608_s_at	-6.3	1.034	0.06	0.163	0.03	ACAT2	BC000408
203924_at	-6.2	0.974	0.05	0.158	0.04	GSTA2	NM_000846
205208_at	-6.9	1.03	0.08	0.15	0.06	FTHFD	NM_012190
219366_at	-5.6	0.954	0.14	0.169	0.06	AVEN	NM_020371
205820_s_at	-5.3	1.02	0.06	0.19	0.04	APOC3	NM_000040
209546_s_at	-5.2	0.99	0.06	0.19	0.07	APOL1	AF323540
224243_at	-4.6	1.10	0.12	0.24	0.05	APOA5; RAP3	AF202889
200789_at	-4.0	0.96	0.11	0.24	0.03	ECH1; HPXEL	NM_001398
221750_at	-3.8	0.99	0.05	0.26	0.04	HMGCS1	BG035985
202068_s_at	-3.6	1.00	0.06	0.28	0.04	LDLR; FH; FHC	NM_000527
225012_at	-3.1	0.99	0.09	0.32	0.04	HDLBP	BE378479
213577_at	-3.1	1.03	0.09	0.34	0.05	SQLE	AA639705
202067_s_at	-2.9	0.88	0.12	0.30	0.16	LDLR	AI861942
202502_at	-2.8	0.97	0.05	0.35	0.03	ACADM; MCAD;	NM_000016
201248_s_at	-2.6	1.00	0.08	0.39	0.04	SREBF2; SREBP2	NM_004599
209218_at	-2.5	1.01	0.06	0.40	0.04	SQLE	AF098865
222916_s_at	-2.3	0.92	0.12	0.40	0.06	HDLBP	AF116718

201791_s_at	-2.2	0.99	0.07	0.45	0.04	DHCR7; SLOS	NM_001360

FC: fold change; Norm: Normalized signal, SE: std error of normalized signal; GB Acc: GeneBank Accession number

**Figure 3:**
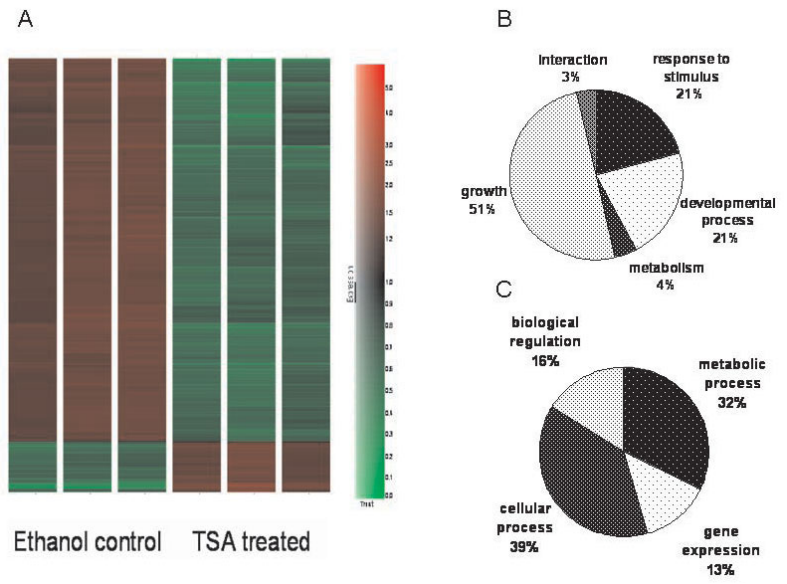
**(A)Hierarchical clustering of HepG2 cells treated with ethanol or TSA shows that the majority of genes are down regulated (green) by TSA treatment in contrast with the current paradigm of the role of HDACs in gene repression.** Gene Ontology analysis of the terms related too "biological process" (p-value < 0.05) shows a significant difference in the genes being up-regulated (B) or down-regulated (C) by TSA. The down regulation of metabolic processes includes cholesterol, lipid and fatty acid metabolism.

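Beyond the sterol enzymes, several groups of metabolic genes had more members lower than higher in HepG2 cells after TSA treatment. Of 20 genes of fatty acid oxidation, 12 were lower and 1 was higher (12 lower and 2 higher when adjusted over the list alone). The enzymes EHHADH and HADH, which act on the chain during oxidation, had log2 fold changes of -1.60 and -1.54. ETFDH, which passes electrons from oxidation to the respiratory chain, was the member that rose (0.91, adjusted p = 0.0092). Of 21 genes of glucose uptake and glycolysis, 12 were lower and 3 were higher (12 lower and 4 higher when adjusted over the list alone, and 7 to 11 lower and 4 to 7 higher under the other scalings). Hexokinase moved both ways, with HK2 at -1.25 and HK1 at 3.61, and HK1 was far below the array median with ethanol (0.354). Of 11 genes of the urea cycle and amino acid breakdown, 6 were lower and 0 were higher (6 lower and 1 higher when adjusted over the list alone, and 5 lower and 1 or 2 higher under the other scalings), led by HGD and HPD, which break down tyrosine, at -2.07 and -1.66. By camera the fatty acid oxidation list ranked below the other genes (adjusted p = 0.0071, and adjusted p = 0.47 with an estimated correlation), while the glycolysis and amino acid lists missed the threshold (adjusted p = 0.078 and 0.068). Under other scalings 7 to 9 of the fatty acid oxidation genes were lower and 4 or 5 were higher, and the camera call was lost in at least 1 of them (adjusted p up to 0.30).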

### Quantitative PCR results

Sybr green qPCR was used to validate microarray expression data for a subset of the differentially expressed genes. The expression patterns of 10 genes from the F9 microarray data set and 21 from the HepG2 microarray data set (Figure 4) were all confirmed by qPCR. Furthermore we decided to examine the levels of gene expression at early and late time points for 11 of these genes that have a role in cholesterol and lipid metabolism. The relative gene expression was obtained for these genes at 3 h, 6 h, 9 h, 12 h, and 48 h to serve as early and late time frames in comparison to the 24 h treatments (Figure 5). *Hmgc*r which is the rate limiting enzyme in cholesterol biosynthesis was repressed 2-fold after 12 h of TSA treatment and showed increasing down regulation over 24 h (4 fold) and 48 h (5.3 fold) time points. *Hmgcs *levels showed increased repression (2.8–3.8 fold) by TSA treatment over 6–24 hours (the amplification reactions failed for the 12 h and 48 h time points). Levels of *Mvk *(2.1 fold) and *Srebf2 *(1.8 fold) were down regulated at 3 h with maximal repression at 9 h (13.6 fold and 23.6 fold respectively) after which the levels then came back to normal over the next 39 hours. *Srebf2 *levels at 6 h, 12 h and 24 h were 2.4 fold, 4.5 fold and 2.4 fold respectively. Genes involved in lipid and fatty acid metabolism such as *ApoA5 *and *Acat2 *were found to be maximally down regulated at 12 h (12 fold) and 24 h (16 fold) time points respectively while *ApoL1 *was down regulated (11 fold) at 12, 24 and 48 h time points. *Fabp *which is involved in fatty acid metabolism showed increasing down regulation after 12 h (1.9 fold) while *Pparγ *was found to be increasingly repressed at 9 h (2.8 fold) followed by reversal after 12 h (3.5 fold). The *Pparγ *levels after 48 h of TSA treatment were still almost 2 fold down regulated as compared to untreated cells. Levels of *Cyp27A1 *or sterol 27-hydroxylase which participates in the conversion of cholesterol to bile acids was also found to be initially down regulated at 6 h (1.8 fold) and increasingly over the 12 (8.8 fold) and 24 h (10.3 fold) time points. TSA treatment did not show any significant effect on *Ldlr *expression until 24 h (2.8 fold).

**Figure 4:**
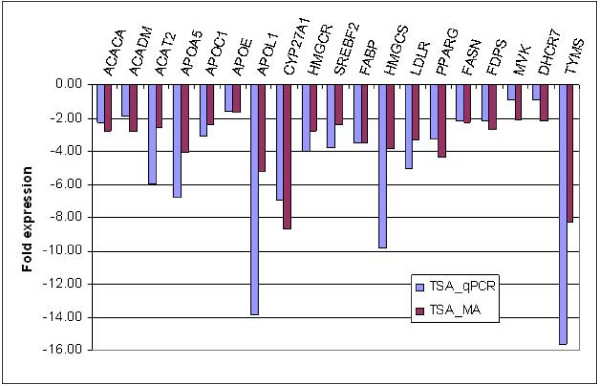
**Real Time qPCR verification of the gene expression levels of various genes involved in (A) lipid transport and fatty acid synthesis, (B) cholesterol metabolism and (C) pyrimidine biosynthesis in HepG2 cells.** Fold expression is relative to ethanol control. TSA treatment showed down regulated expression of 14 genes by both qPCR and microarray.

**Figure 5:**
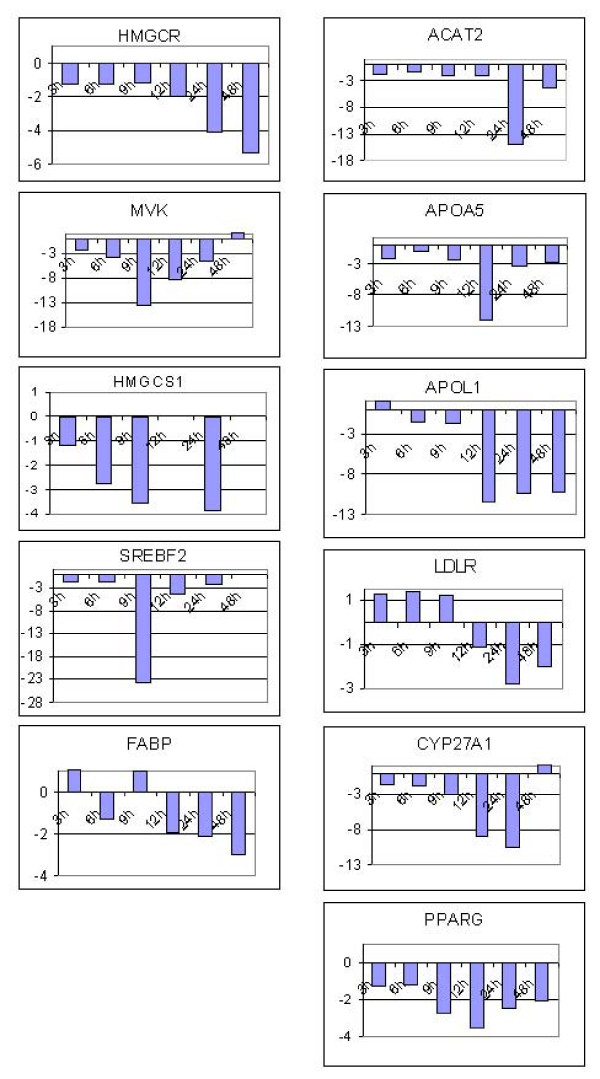
**Time course of gene expression in response to TSA treatment of HepG2 cells for 3, 6, 9, 12, 24 and 48 h. **Values are represented as fold change relative to ethanol treated controls at the respective time points.

## Discussion

In a previous study we had used microarray analyses to examine the effects of RA and TSA on embryonal carcinoma cell growth and differentiation using the prototypical EC cell line F9 [18]. Results from these studies identified several important genes and pathways differentially regulated by these compounds. In this report we identify new target pathways for TSA treatment based on further analysis of this data. Most importantly, the regulatory pathways that are affected include pyrimidine metabolism and cholesterol biosynthesis. The pyrimidine pathway is of interest because one of the rate limiting enzymes in this pathway, dihydroorotate dehydrogenase (*dhodh*), has been targeted for inhibition in murine models of rheumatoid arthritis as well as in the human T-lymphoblastoma cell line (A3.01) [21,22]. *Dhodh *catalyzes the fourth committed step in the de novo biosynthesis of pyrimidines. Activated lymphocytes expand their pyrimidine pool by eightfold during proliferation [23]. In rheumatoid arthritis, inflammation and degradation of synovial tissue are initiated by the influx of lymphocytes (B cells, CD4+, CD8+ and T cells) [24]. Thus, inhibiting activated T-cells by decreasing their supply of pyrimidines via TSA treatment could provide an attractive alternative method for treating rheumatoid arthritis. Interestingly, HDACIs (TSA and phenylbutyrate) were used as treatments in a rat model of rheumatoid arthritis, and resulted in reduced inflammation, and inhibition both of synovial hyperplasia and bone or cartilage destruction [25]. The authors also found that HDACIs inhibited the expression of tumor necrosis factor-α, which functions to stimulate matrix degradation in rheumatoid arthritis [26], therefore suggesting a mechanism by which HDACIs may alleviate some effects of rheumatoid arthritis. 

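DHODH, which oxidizes dihydroorotate in the synthesis of pyrimidines, has 3 probe sets on the array used for HepG2 cells, and they did not behave alike after TSA treatment. The brightest went from a scaled signal of 3.97 ± 0.635 (SD, n = 3) with ethanol to 2.98 ± 0.572 (SD, n = 3) with TSA, which was 25.2% lower by the log2 fold change of -0.42 and did not pass limma's threshold (standard error 0.19, adjusted p = 0.17). The dimmest passed it at 4.40 fold lower (from 0.729 ± 0.214 (SD, n = 3) to 0.162 ± 0.0281 (SD, n = 3), adjusted p = 0.0068 from limma), and it did so under every other scaling too. The remaining one had a log2 fold change of -0.10 (adjusted p = 0.80).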

Further extending and supporting these results, in this study, we found that TSA itself could significantly inhibit the expression of *dhodh *even in non-lymphatic cells (60% in F9 and 25% in HepG2), providing an alternative (or synergistic) mechanism by which HDACI might suppress rheumatoid arthritis in both mice and men. Moreover, the mRNA levels of thymidylate synthetase (*Tyms*), another key enzyme in this pathway, were decreased 8 fold in HepG2 cells (2.4 fold in F9 cells) further potentiating this effect of TSA treatment. 

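TYMS, which makes dTMP for DNA synthesis, fell strongly in HepG2 cells after TSA treatment. Its scaled signal went from 114 ± 18.5 (SD, n = 3) to 12.4 ± 5.37 (SD, n = 3), 9.57 fold lower (log2 fold change -3.26, standard error 0.25, adjusted p = 4.7e-05 from limma). Its next brightest probe set was 8.17 fold lower (adjusted p = 3.1e-05), and a dim one was 3.79 fold lower without passing the threshold (adjusted p = 0.066). Of 18 genes of pyrimidine and folate metabolism, 13 were lower, 1 was higher and 4 did not pass the test (13 lower and 1 higher when adjusted over the list alone, and 12 lower and 2 or 3 higher under the other scalings). MTHFD1, a folate enzyme, CTPS1, the other CTP synthase, and CMPK1, a nucleotide kinase, had log2 fold changes of -1.86, -1.59 and -1.42. UMPS and CAD, which act in the same pathway as DHODH, were at -0.51 and -0.86, and UMPS was no longer called under the other scalings. CAD was called lower under all 5 of them, but for the mean of all its probe sets it was at 0.069 and not called. RRM2, a subunit of ribonucleotide reductase, was the member that rose (0.61, adjusted p = 0.0025). The list ranked below the other genes by camera (adjusted p = 2.0e-04), and not with an estimated correlation (adjusted p = 0.43).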

A previous study using chondrocytes showed that HDACIs such as TSA and sodium butyrate, blocked the induction of matrix metalloproteinases (*MMP-1, MMP-13*) as well as aggrecan-degrading enzymes (*Adamts4, Adamts5 and Adamts9*) [27]. Both of these enzyme families mediate cartilage destruction. In our study with HepG2 cells, we also found that TSA treatment resulted in a modest decrease in the expression of MMPs (*MMP-1, MMP-2, MMP-11, MMP-12*) (1.2–1.5 fold) and *Adamts9 *(1.6 fold). This, coupled with increased expression (2.8 fold) of a collagenase inhibitor (tissue inhibitor of MMP: *TIMP1, TIMP2*), might further promote maintenance of a growth regulating matrix. 

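Of the proteases named here, MMP2 was the one called in HepG2 cells by its brightest probe set, and it was higher after TSA treatment. MMP2, a gelatinase, had a scaled signal of 1.01 ± 0.0987 (SD, n = 3) with ethanol and 2.67 ± 0.519 (SD, n = 3) with TSA (log2 fold change 1.39, standard error 0.21, adjusted p = 0.0013 from limma), while another of its probe sets, brighter with ethanol (1.25), had a log2 fold change of -0.38 (adjusted p = 0.44). MMP11 had a log2 fold change of -0.55 (standard error 0.22, adjusted p = 0.11), and a much dimmer probe set of it was called at -2.39 (adjusted p = 0.0087). MMP12 was at -0.25 (standard error 0.27, adjusted p = 0.59). The collagenase MMP1 lay far below the array median in both groups (0.0558 and 0.0585), under the bacterial controls that were not added, so it gives no direction. ADAMTS9, which cleaves aggrecan, had a fold of 1.63 in the lower direction and fell just short of the threshold (adjusted p = 0.055).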

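The matrix protease inhibitors TIMP1 and TIMP2 rose in HepG2 cells with TSA treatment, while most of the proteases did not pass the test. Besides its brightest probe set, TIMP2 was 2.26 fold higher by the probe set of Table 3 (from 4.34 ± 0.333 (SD, n = 3) to 9.78 ± 0.229 (SD, n = 3), adjusted p = 9.8e-05 from limma), and its last probe set missed the threshold at a log2 fold change of 0.44 (adjusted p = 0.10), while all 5 other scalings called it higher (0.72 to 0.89). TIMP4, which was near the floor of the arrays (0.0862 with ethanol), was called at 1.74 (adjusted p = 0.044), though not under 1 of the other scalings. TIMP3 was at 0.039 (adjusted p = 0.85), and the other scalings all called it higher, at 0.31 to 0.51. Of 18 genes for matrix proteases and their inhibitors, 4 were higher, 1 was lower and 13 did not pass the test (2 lower and 4 higher when adjusted over the list alone, and 0 lower and 4 to 6 higher under the other scalings). The member that fell was the stromelysin MMP3 (-2.01, adjusted p = 0.049), a call that no other scaling kept. By camera the list did not differ from the other genes at the threshold (adjusted p = 0.068).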

Interestingly, TSA treatment also resulted in down regulation of LPS induced *TNFα *levels (2 fold) as well as suppression of the cytokines *IL-12 *and *IL-8 *(2.7 and 2 fold respectively). This result is consistent with a report by Leoni *et al*. [28] on the anti-inflammatory properties of SAHA (another hydroxamic acid based HDACI) in Balb/c mice and human PBMCs induced with LPS.

The pathway most significantly affected by TSA treatment in F9 EC cells is that of cholesterol biosynthesis, most specifically those steps involved in the synthesis of low density lipoprotein. There are two main types of lipoproteins that transport cholesterol in the blood: low density lipoproteins (LDL) and high density lipoproteins (HDL). HDL particles are generally considered to be "good cholesterol", while LDL is considered "bad cholesterol" [29]. Several genes encoding essential enzymes in the LDL synthesis pathway are down regulated by these treatments. Pathway analysis of microarray data using genes showing statistically significant (p < 0.05) differential gene expression indicated that expression levels of 9 enzymes out of the 15 in the cholesterol biosynthesis pathway are decreased following TSA treatment. They include HMG CoA reductase (*Hmgcr*), mevalonate kinase (*Mvk*), di-p-mevalonate decarboxylase (*Mvd*), isopentenyl-PP isomerase (*Idi1*), squalene synthatase (*Fdft1*), squalene epoxidase (*Sqle*), lanosterol synthase (*Ls*s) and lanosterol oxidase (*Sc4mol*) and NAD(P)-dependent steroid dehydrogenase (*Nsdhl*) (Figure 2). Of these only 6 of these 9, including *Hmgcr*, *Mvd*, *Idi1*, *Sqle*, *Lss*, *Sc4mol *and *Nsdhl*, showed a greater than two fold differential expression on TSA treatment. The *z*-score assigned to each category by MAPPFinder reflects the degree to which the expression of genes in that category was greater than that expected by chance. A positive *z*-score indicates that a large number of genes in that category are differentially expressed between the compared conditions while a negative Z score indicates that the there are fewer genes meeting the criterion than would be expected by random chance. If the MAPPFinder data truly obeyed the assumptions of the hypergeometric distribution, then a Z score or 1.96 or -1.96 would correlate with a p value of 0.05. The z-score for this pathway was highly significant with values of 4.85 associated with TSA treatment. Real-time qPCR analyses verified decreased expression of 3 of 5 genes (*Hmgcr, Mvd, Lss*) in this pathway but the expression of neither *Mvd *nor *Lss *was significantly down regulated by TSA. Decreasing high cholesterol levels using TSA treatments may work well since repression of few of the detected genes may be sufficient to induce the response, i.e., a reduction in cholesterol intermediates and synthesis.

Following the analysis of these pluripotent EC cells, we decided to investigate these effects in the HepG2 cell line which arose from a carcinoma of the human liver, the primary organ for cholesterol and fatty acid metabolic processes. While we realize that primary hepatocytes would be a better model to evaluate this pathway, we choose the HepG2 cell line as an means to evaluate this phenomenon but allowing for use of the known anti-cancer effects of TSA as a control. Expression data from HepG2 cells also indicated that multiple enzymes in cholesterol biosynthesis and fatty acid synthesis pathways were significantly down regulated (Figure 3). 

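Genes of fatty acid synthesis were more often lower than higher in HepG2 cells after TSA treatment. Of 18 such genes, 10 were lower, 1 was higher and 7 did not pass the test (11 lower and 3 higher when adjusted over the list alone). The desaturase FADS2 fell most, from a scaled signal of 5.44 ± 1.14 (SD, n = 3) to 1.08 ± 0.123 (SD, n = 3) (log2 fold change -2.32, standard error 0.20, adjusted p = 7.4e-05 from limma). GPAM, which starts glycerolipid synthesis, and the transcription factor MLXIPL, which responds to glucose, had log2 fold changes of -1.72 and -1.29. ELOVL5, an elongase, was the member that rose (0.30, adjusted p = 0.016). ACLY, which supplies cytosolic acetyl-CoA, was at -0.036 (adjusted p = 0.83), and it was called higher under each of the 5 other scalings. The list ranked below the other genes by camera (adjusted p = 0.036, and adjusted p = 0.47 with an estimated correlation). Under the other scalings 8 of its genes were lower and 4 or 5 were higher, and the camera call was lost in at least 1 of them (adjusted p up to 0.41).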

The mRNA transcript levels that were repressed at a greater than 2 fold level of significance included HMG CoA synthase (*Hmgcs1*), HMG CoA reductase (*Hmgcr*), sterol receptor binding factor-2 (*Srebf2*) and lanosterol 14 α-demethylase (*Cyp51a1*) (involved in cholesterol metabolism), and others including fatty acid synthase (*Fasn*), fatty acid binding protein (*Fabp*), farnesyl diphosphate synthase (*Fdps*), acetyl-coA carboxylase (*Acaca*), acetyl-coA dehydrogenase (*Acadm*), acetyl-coA acetyl transferase (*Acat2*), peroxisome proliferative activated receptor, gamma (*Pparγ*) and a variety of apolipoproteins that are involved in fatty acid and triglyceride metabolism. 

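The fatty acid genes of this group were lower in HepG2 cells after TSA treatment, by more than 2 fold on the median scale. FASN, the fatty acid synthase, fell from a scaled signal of 59.2 ± 5.19 (SD, n = 3) to 25.4 ± 2.30 (SD, n = 3), 2.33 fold (log2 fold change -1.22, standard error 0.10, adjusted p = 6.3e-05 from limma). FABP1, the liver fatty acid binding protein, fell 3.44 fold, from 32.8 ± 2.92 (SD, n = 3) to 9.71 ± 2.36 (SD, n = 3) (adjusted p = 1.3e-04 from limma). ACACA, which makes malonyl-CoA, fell 2.92 fold with a wider spread between arrays (standard error 0.30, adjusted p = 0.0051). Under the 5 other scalings FASN was still called lower, but by less than 2 fold (log2 fold change -0.95 to -0.75). FABP1 and ACACA stayed lower by more than 2 fold there, at -1.51 to -1.32 and -1.27 to -1.14. Each of the 3 has a second, dim probe set that did not pass the threshold, at log2 fold changes of 0.68 for FASN, -1.09 for FABP1 and -0.46 for ACACA.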

Quantitative PCR studies verified that TSA treatment reduced expression of *Hmgcr, Hmgcs1, Srebf2, Fabp Fasn, Fdps, Acaca, Acadm, Acat2, ApoA5, C1, E *and *L1 *as well as *Cyp27a1*, *Ldlr*, *Pparγ and Tyms *(Figure 4). The down regulation seems to be a complex phenomenon involving genes that regulate these pathways at different levels. 

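SREBF2, the transcription factor that turns on sterol synthesis when cell sterols are low, was lower in HepG2 cells after TSA treatment by both of its brighter probe sets. By the brightest it fell from a scaled signal of 8.29 ± 1.02 (SD, n = 3) to 3.66 ± 0.0818 (SD, n = 3), 2.25 fold (log2 fold change -1.17, standard error 0.13, adjusted p = 1.9e-04 from limma), and by the next it fell 2.55 fold (adjusted p = 1.6e-04). A dim one had a log2 fold change of 0.27 (adjusted p = 0.47). Under the 5 other scalings both brighter probe sets were still called lower. The brightest was then at -0.90 to -0.80, less than 2 fold, and the next at -1.07 to -0.98. Of 15 further genes of sterol regulation and sterol metabolism, SREBF2 among them, 7 were lower, 0 were higher and 8 did not pass the test (7 lower and 0 higher when adjusted over the list alone, and 6 lower and 1 to 6 higher under the other scalings). The sterol isomerase EBP and the sterol regulated membrane protein TMEM97 had log2 fold changes of -1.74 and -1.58. SCAP, which escorts the SREBF proteins, and the cholesterol exporter of lysosomes NPC1 were at -0.10 (adjusted p = 0.55) and 0.0054 (adjusted p = 0.99); SCAP was called higher with the values as deposited and with quantile normalization. The list ranked below the other genes by camera (adjusted p = 0.021, and adjusted p = 0.47 with an estimated correlation), a call lost in at least 1 other scaling (adjusted p up to 0.31). Its median log2 fold change of -0.19 turned positive under the other scalings, from 0.026 to 0.18.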

Most evident is the down regulation of *Srebf2 *which in turn acts as a transcription factor regulating the expression of enzymes like *Hmgcr *(the target for the statin class of drugs) and *Mvd*. It is known that *Srebf2 *overexpression induces all 12 enzymes in the cholesterol biosynthesis pathway and inhibition of *Srebf2 *by TSA might inhibit the expression of these enzymes [30]. 

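Among further probe sets of the cholesterol biosynthesis enzymes, more were lower than not in HepG2 cells after TSA treatment: of 15, 9 were lower, 0 were higher and 6 did not pass the test, among them both further ones of LSS and the one of SC5D. Counted by any of its probe sets, 10 of the 12 enzymes analysed were lower. The enzyme this added was IDI1, which isomerizes isopentenyl diphosphate: both of its bright probe sets, of a type (x_at) that can hybridize with related transcripts, were 1.79 and 1.76 fold lower (adjusted p = 0.0056 and 0.0033), calls that 3 and 4 of the 5 other scalings kept. DHCR7 fell 2.18 fold by its second probe set, from a scaled signal of 20.2 ± 2.24 (SD, n = 3) to 9.33 ± 1.46 (SD, n = 3) (adjusted p = 3.3e-04 from limma). This call stood under all 5 other scalings, but by less than 2 fold (log2 fold change -0.85 to -0.66). By dimmer probe sets HMGCS1 fell 3.79 fold and SQLE 3.06 fold, under all 5 other scalings too, and MVK 2.13 fold, a call that 1 of the 5 kept. From the known induction of these enzymes by Srebf2 and its own lower level with TSA, the paper proposes that the loss of Srebf2 might inhibit their expression.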

In fact, our microarray data demonstrates that the levels of almost all these enzymes are down (10 genes pass all cutoff filters) following TSA treatment. The repression of *Srebf2 *occurs at a early time point (around 3 hrs) and continually repressed over 24 hrs (2.4 fold repression at 24 h). This effect is probably responsible for the down regulation of the cholesterol pathway since expression of *Hmgcs *(repressed at 6 h), *Hmgcr *(repressed at 12 h) and *Ldlr *(repressed at 24 h) are all known to be induced by Srebf2 [31]. *Srebf-1a *and -*1c *are more involved with regulation of fatty acid synthesis and lipogenesis [30,32]. While we were unable to detect the levels of *Srebf1 *expression in our microarray experiments, TSA treatment modestly (1.3 fold) decreased expression levels of cytosolic NADP-dependent isocitrate dehydrogenase1 (*Idh1*) which provides the cytosolic NADPH required for proper functioning of both the cholesterol and fatty acid biosynthetic pathways. 

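SREBF1, the transcription factor of lipogenic genes, had signal on these arrays in HepG2 cells, and IDH1, which makes cytosolic NADPH, had a small decrease after TSA treatment. SREBF1 had a scaled signal of 7.81 ± 2.30 (SD, n = 3) with ethanol and 10.8 ± 2.08 (SD, n = 3) with TSA, a log2 fold change of 0.49 that did not pass limma's threshold (standard error 0.21, adjusted p = 0.15). Under 4 of the 5 other scalings it was called higher, and over all of them its log2 fold change was 0.76 to 0.92. IDH1 was 1.34 fold lower, from 116 ± 5.07 (SD, n = 3) to 86.5 ± 3.56 (SD, n = 3) (log2 fold change -0.42, standard error 0.079, adjusted p = 0.0041 from limma). No other scaling kept the call on IDH1, with log2 fold changes of -0.14 to -0.044.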

The *Idh1 *promoter is activated by *Srebf1a *and *Srebf2 *in human hepatoma cells [33]. Thus there appears to be a concerted down regulation of both pathways through a synergistic effect. *Cyp51a1 *(lanosterol 14α-demethylase) is another important intermediate in cholesterol metabolism and has in recent years gained importance as a target for the development of hypocholesterolemic agents [34]. Our microarray data showed that levels of *Cyp51a1 *were also down regulated further adding support to the possible use of this HDACI as a way to decrease plasma cholesterol levels.

Finally, atherosclerosis is the underlying disorder associated with most cardiovascular disease [35]. This disorder is characterized by deposits of fatty substances, cholesterol, cellular waste products, calcium and other substances in the inner lining of an artery (collectively known as plaques) [36]. Cholesterol has been implicated as the major contributor to this condition as atherosclerosis is strongly correlated with an increase in serum cholesterol levels [37,38]. Generally, serum levels should be between 140 and 200 mg per deciliter (mg/dl) whereas high levels surpassing 240 mg/dl indicate one is at high risk for cardiovascular disease [39]. Thus, atherosclerosis is characterized by elevated levels of LDL [40]. The activity of the hepatic LDL receptor (Ldlr) is the primary determinant of plasma LDL cholesterol levels and *Ldlr *transcription is in turn regulated by *Srebf2*. When the levels of hepatocellular sterols drop, *Srebf2 *is activated and this process restores the normal levels by concurrent activation of *de novo *cholesterol synthesis and increased uptake of plasma cholesterol through Ldlr. LDL receptor is also post transcriptionally regulated by proprotein convertase subtilisn/kexin type 9a (*Pcsk9*) in an inverse manner [41]. While our microarray and qPCR data shows decreased *Ldlr *expression following TSA treatment, microarray gene expression levels of *Pcsk9 *are also down regulated. This suggests existence of a mechanism for potential compensatory increase in Ldlr levels or activity post-transcriptionally. Our time course experiments did not show a significant repression of *Ldlr *levels until 24 h further highlighting the complex nature of *Srebf2 *regulation.

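Genes for apolipoproteins and lipoprotein handling were either lower or did not pass the test in HepG2 cells after TSA treatment, apart from PLTP, which rose. Of 23 such genes, 12 were lower, 1 was higher and 10 did not pass the test (12 lower and 1 higher when adjusted over the list alone, and 10 or 11 lower and 2 higher under the other scalings). APOC1 fell 2.61 fold, from a scaled signal of 76.2 ± 7.38 (SD, n = 3) to 29.3 ± 4.21 (SD, n = 3) (adjusted p = 7.9e-05 from limma). APOE, a ligand of lipoprotein receptors, fell 1.74 fold, from 93.0 ± 19.4 (SD, n = 3) to 52.9 ± 3.83 (SD, n = 3) (adjusted p = 0.0028 from limma). LCAT, which esterifies plasma cholesterol, and APOF had log2 fold changes of -3.20 and -2.31, and LCAT was near the floor of the arrays with TSA (0.150). APOB did not pass by its brightest probe set (-0.24, adjusted p = 0.12), and a call by its other probe set (-0.54, adjusted p = 0.030) was lost under every other scaling. APOA1 did not pass by its only probe set that is not of the x_at type (-0.26, adjusted p = 0.44), and both of its bright x_at probe sets were called at -0.45 and -0.47, with 1 of the 5 other scalings keeping each. The list ranked below the other genes by camera (adjusted p = 0.018), and not with an estimated correlation (adjusted p = 0.43).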

Our data with TSA treatment also showed a decrease in the levels of gene expression for a variety of apolipoproteins including *apoA1, apoA5, apoB, apoC1, apoE, apoL1*. This observation highlights the complex relationship of apolipoprotein levels and lipoprotein metabolism. While elevated levels of apoB and reduced levels of apoA1 are associated with increased cardiac disease, serum levels of apoB100 associated VLDL are regulated in turn by Acat2 which stimulates cholesteryl ester secretion into apoB-containing lipoproteins. Acat inhibitors are being developed as a therapeutic means to lower LDL cholesterol without affecting cholesterol uptake [42,43]. Also apoE deficient mice show high levels of cholesterol and develop spontaneous atherosclerosis while mice with partial or complete deficiency of high-mobility group A2 protein (Hmga2) are able to resist diet-induced obesity [44]. *Acat2 *inhibition using antisense nucleotides was previously shown to alleviate atherosclerosis in *apoB-Ldlr *-/- mice [45]. This study also found Acat2 inhibition to be effective in reducing plasma cholesterol, increasing plasma triglycerides, and shifting LDL cholesteryl ester fatty acids to become mainly polyunsaturated. 

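ACAT2 and HMGA2 were both clearly lower in HepG2 cells after TSA treatment. ACAT2, the cytosolic acetyl-CoA acetyltransferase, fell 6.32 fold, from a scaled signal of 54.4 ± 3.49 (SD, n = 3) to 8.59 ± 0.290 (SD, n = 3) (log2 fold change -2.66, standard error 0.088, adjusted p = 2.2e-06 from limma). The value is for this acetyl-CoA enzyme. The paper's argument above concerns an enzyme that stimulates cholesteryl ester secretion, and the fall of ACAT2 is not evidence on that enzyme. HMGA2, a chromatin protein of growing cells, fell 3.03 fold, from 77.1 ± 3.15 (SD, n = 3) to 25.9 ± 6.05 (SD, n = 3) (log2 fold change -1.60, standard error 0.15, adjusted p = 1.1e-04 from limma). Its 8 other probe sets were far dimmer, with an adjusted p of 0.099 or more.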

In our study, TSA treatment showed a modest decrease in *apoB, apoE *and *apoA1 *in addition to decreased levels of *Acat2, Fasn and Hmga2*. This indicates that triglyceride metabolism is perturbed by TSA and further studies may be necessary to evaluate the possibility of using TSA and other HDACIs for modulating triglyceride metabolism. *Cyp2*7 has been reported to be regulated by the nuclear receptor subfamily of which *PPARγ *is a member and levels of both these genes have been found to be high in atherosclerotic lesions. Levels of *Cyp27a1 *(maximal repression at 24 h) and *Pparγ *(maximal repression between 9–12 h) were found to be repressed by TSA treatment in both the microarray and qPCR data. This observation adds credence to the potential for development of TSA like HDACIs for atherosclerosis.

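CYP27A1, which hydroxylates sterols in bile acid synthesis, and PPARG, a nuclear receptor of lipid storage, were lower in HepG2 cells after 24 h of TSA treatment. CYP27A1 fell 8.73 fold, from a scaled signal of 24.6 ± 3.68 (SD, n = 3) to 3.18 ± 1.77 (SD, n = 3) (log2 fold change -3.13, standard error 0.38, adjusted p = 3.8e-04 from limma). PPARG fell 4.28 fold, from 2.97 ± 0.544 (SD, n = 3) to 0.699 ± 0.178 (SD, n = 3) (log2 fold change -2.10, standard error 0.25, adjusted p = 3.6e-04 from limma). Of 14 genes of bile acid synthesis and transport, 4 were lower, 1 was higher and 9 did not pass the test (5 lower and 2 higher when adjusted over the list alone, and 3 or 4 lower and 1 or 2 higher under the other scalings). The nuclear receptor NR0B2, which represses bile acid synthesis, and the steroid reductase AKR1D1 had log2 fold changes of -1.95 and -1.55. BAAT, which joins bile acids to amino acids, rose (1.02, adjusted p = 0.0023), and CYP7A1, the first enzyme of the main route, was at -0.47 (adjusted p = 0.58). As a group the list did not differ from the other genes (camera, adjusted p = 0.68).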

## Conclusion

Our results show that cholesterol metabolism is significantly down regulated by TSA both directly and indirectly and thus HDACI therapy may be a relatively novel tool to develop for use in controlling cholesterol levels. This study only addresses the effect of TSA treatment on transcript levels of the rate limiting enzymes and transcription factors and further studies evaluating protein expression levels are necessary to derive firm conclusions on regulation of this pathway. Additional studies exploring the different classes of HDACIs with respect to their effects on regulation of the genes in the cholesterol pathway would also help dissect the details of this innovative application for these drugs.

## Methods

### Cell Culture for Microarray and Quantitative PCR Analysis

F9 mouse embryonal carcinoma cells were cultured as published previously [18] Stock solutions of TSA (3 mM) (Sigma-Aldrich) were freshly prepared in absolute ethanol for each experiment and were diluted in DMEM to a final concentration of 70 nM. Cells were seeded at 2.5 × 10^6 ^cells/75 cm^2 ^gelatinized flask and treated with ethanol or TSA for 24 h. All experiments were performed in triplicate using a different preparation of F9 cells for each experiment.

Similarly, HepG2 human hepatoma cells were cultured using DMEM containing 10% FBS and treated with TSA (0.35 μM) or an ethanol control (final concentration 0.2%) for 24 hours before being harvested for RNA isolation. For time course experiments, total RNA was isolated from HepG2 cells treated with an ethanol control or 0.35 μM TSA for 3, 6, 9, 12, 24 or 48 h.

### RNA extraction and purification

Both F9 and HepG2 cells were harvested with 4 mL of Tri-reagent (Molecular Research Center, Inc) and RNA isolation was carried out according to the manufacturer's protocol. Total RNA was purified using the RNeasy cleanup kit and protocol (Qiagen), quantified and then analyzed for degradation on a BioAnalyzer (Agilent).

### Hybridization of sample to GeneChip Microarrays

RNA was converted to biotinylated cRNA (complimentary RNA) from oligo-dT-primed cDNA using standard Affymetrix protocols. Biotinylated cRNA was used to probe the MU74Av2 (F9 samples) or HU133 Plus 2.0 (HepG2 samples) Affymetrix GeneChip microarrays. A total of six samples (three controls and three TSA treated) for each cell line were analyzed.

### Statistical Analysis

The raw data (CEL files) were imported into GeneSpring software (v7.2) for further analysis. A two-step normalization algorithm was implemented to select differential gene expression in response to TSA samples (ethanol treated samples as baseline). In the first normalization step, a global scaling per chip method was used in which the signal of each gene was divided by the mean intensity (50^th ^percentile) of the chip. This normalization step was followed by a per gene normalization which divides each gene by the average intensity of that gene in several control samples. Hierarchical clustering was used to organize the data in discrete expression profiles. Selection of statistically significant genes from each expression profile was done using a p-value cut off of ≤ 0.05 with the cross gene error model (CGEM) combined with Welch t-test. The multiple testing correction (Benjamini and Hochberg false discovery rate) was integrated within each test. Additionally we also analyzed the HepG2 data using both MAS5 (Microarray Suite) as well as RMA (Robust Microarray Analysis) algorithms and genes that passed all criteria from both sets of analyses were used for follow up studies.

### Pathway and Functional Cluster Analysis

The differentially expressed genes selected as described above were subjected to functional cluster analysis using MAPPFinder in conjunction with GenMAPP (Gene Microarray Pathway Profiler) 2.0 [19,20]

### Quantitative Real-Time PCR

To verify the data obtained from microarrays, 5 μg of total RNA was taken from the same pool of RNA as used for the microarray experiments. The RNA was DNase treated (Ambion) and reverse transcribed to cDNA which served as the template for quantitative PCR (qPCR). Real-time relative qPCR (SYBR Green; Applied Biosystems) was performed in triplicate using a GeneAmp 5700 (F9 samples) or a HT7900 sequence detection system (HepG2 samples) according to the manufacturer's instructions. Primers were specifically designed using Primer express software (Applied Biosystems). 1 μg of cDNA was amplified in 1× SYBR green buffer. PCR conditions were: 10 min at 95°C for AmpliTaq Gold DNA polymerase activation, 45 thermal cycles of 15 sec at 95°C to denature and 1 min at 60°C to anneal and extend. Relative expression levels were analyzed using the $2^{-\Delta \Delta {\text{C}}_{\text{T}}}$ method using the GAPDH expression level as a control. Samples treated with TSA were compared to the baseline expression value determined from ethanol treated samples at the respective time points and the fold change is shown. (For primer sequences see Table 5).

**Table 5:** Primers used for Sybr green qPCR

**F9 cells**		
**Gene**	**Forward**	**Reverse**
GAPDH	5'-GCCAAGAGGGTCATCATCTCC-3'	5'-TTGGTTCACACCCATCACAAA-3'
MVD	5'-AGCATCGCCCGGCAG-3'	5'-TGGCCCCTGTAATTTCCCA-3'
LSS	5'-GCGGCTGTGCGATGCT-3'	5'-AGGTAGCGAACCCGCCA-3'
TGFB1	5'-TGGAAAGGGCCCAGCAC-3'	5'-GCAATAGTTGGTATCCAGGGCT-3'
IGFII	5'-AAGAGTTCAGAGAGGCCAAACG-3'	5'-ATCTCCGAAGAGGCTCCCC-3'
MT1	5'-TGCTCCACCGGCGG-3'	5'-TTTGCAGACACAGCCCTGG-3'
WNT6	5'-GGGCGCTGTCTGAGTCCA-3'	5'-TGGCCCCTGTAATTTCCCA-3'
tPA	5'-GGCCTGGCACGACACAAT-3'	5'-CATCACATGGCACCAAGGTC-3'
VEGFC	5'-CAGCTGCGGAAAGGCG-3'	5'-TTTACACTGTCCCCTGTCCTGG-3'
DHODH	5'-AACACAGGCTACGGGCCAG-3'	5'-TCCCAGAGGCAGGCCCAT-3'
		
**HepG2 cells**		
**Gene**	**Forward**	**Reverse**
ACADM	5'-AGCTACCAAGTATGCCCTGGAA-3'	5'-TAAATGATATTGCTTGGTGCTCTACA-3'
ACAT2	5'-TGGGCCACCCTCTTGGA-3'	5'-CCAGTGTGTGTAACAGGGTCACA-3'
ACACA	5'-GCTCCTTGTCACCTGCTTCTG-3'	5'-TGTAGGCTAGAGATCCCCAAATCA-3'
APOA5	5'-AGGTGCGCCAGCGACTT-3'	5'-GCGAGTGAAGGCAGCTATCTG-3'
APOC1	5'-CAAGGCTCGGGAACTCATCA-3'	5'-CCCGCATCTTGGCAGAAA-3'
APOE	5'-CGCTGGGTGCAGACACTGT-3'	5'-AGGCCTTCAACTCCTTCATGGT-3'
APOL1	5'-TCAGCTGAAAGCGGTGAACA-3'	5'-CTCTGCTCATTTCCAGGATGCT-3'
CYP27A1	5'-CCCTGTGGTCCCCACAAA-3'	5'-GGAAGCCATCAACTTCAATTTCC-3'
HMGCR	5'-CCTGTAACTCAGAGGGTCAAGATGAT-3'	5'-CCAGCGACTGTGAGCATGAA-3'
HMGCS	5'-TCTTAAATCAAGGCTTGATTCAAGAA-3'	5'-TGTCCTCTCTGAGCTTCATGTTTT-3'
SREBF2	5'-CGAATTGAAAGACCTGGTCATG-3'	5'-TCCTCAGAACGCCAGACTTGT-3'
FABP	5'-CCGCTGGGTCCAAAGTGAT-3'	5'-CATTGTCTCCAGCTCACATTCC-3'
FASN	5'-GCAAATTCGACCTTTCTCAGAAC-3'	5'-GGACCCCGTGGAATGTCA-3'
LDLR	5'-AGATAGTGACAATGTCTCACCAAGCT-3'	5'-CTCACGCTACTGGGCTTCTTCT-3'
PPARG	5'-GCGAAAGCCTTTTGGTGACT-3'	5'-CAGTGCATTGAACTTCACAGCAA-3'

TYMS	5'-AATCACATCGAGCCACTGAAAA-3'	5'-AATCCTGAGCTTTGGGAAAGGGT-3'

For quantitative analysis of the data, C_T _(threshold-cycle number) values were normalized to those of *GAPDH*, with use of the ΔΔC_T _method.

## Authors' contributions

SVC conceived the study design for the HepG2 samples and conducted all the analysis for this paper. NSG performed the microarray study on the F9 samples under the guidance of PJM.

## Supplementary Material

Additional file 1 **Full list of statistically significant (p < 0.05) genes differentially expressed (2-fold or greater) in F9 and HepG2 cells on TSA treatment.** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

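Total RNA from HepG2 cells treated with TSA or ethanol for 24 h was measured on 6 Affymetrix HG-U133 Plus 2.0 arrays, 3 per condition. The deposited table holds the authors' MAS5 probe set signals (version not stated) as linear intensity values above 0, and each array's trimmed mean, leaving out the lowest and highest 2% of probe sets, is the same. The paper's own analysis used GeneSpring with a per-chip 50th percentile, a division of each gene by its controls, a cross gene error model with the methods' t-test and Benjamini-Hochberg correction. It also states that MAS5 and RMA were both applied and that genes passing all criteria were followed up, and neither the RMA values nor the error model is in the table used here. The F9 arrays, the qPCR data and the time course were not analysed here.

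The table holds 54675 probe sets, of which 62 AFFX controls were left out of the tests and used as array checks, leaving 54613. Of these, 41091 were annotated to 1 gene symbol, 1801 to several and 11721 to none; only the first group was named. Each array was divided by its median over the tested probe sets and put on the log2 scale, with no offset and no filter on dim probe sets. A linear model with the condition as its only term was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on the mean signal), two-sided, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. Fold changes are TSA over ethanol from the fitted log2 values, and group values are arithmetic means of the median-scaled signal with the SD. A gene takes the probe set with the highest mean log2 signal over the 6 arrays among those annotated to it alone, with x_at probe sets used only where it has no other; 19775 genes have one. The p-values take in only the spread between these 6 samples.

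The named genes are those the paper names for HepG2 cells, whose values in the paper's tables had been seen, the 10 highest and 10 lowest fold changes among probe sets past the threshold whose groups do not overlap and whose higher group is above the array median, and up to 4 members with the largest changes from each of 29 gene lists, with members of neither direction where a list has none. A further 20 members outside this rule were picked after their values were seen, most because they went against their list: NDUFA2, ETFDH, UMPS, CAD, RRM2, ELOVL5, ACLY, SCAP, NPC1, CYP7A1, TIMP3, CDKN1A, KLF6, SFN, H2AX, H2AZ1, BUB1, CDC20, ALB and TTR. TUBB2B and COTL1 were added because Table 3 prints their probe sets under other symbols. The TSA and ethanol comparison, the lists and the alternatives were fixed before the data were examined; a check of the array scaling by the hybridisation controls was added afterwards. Besides the lists of the passages, they cover hepatocyte secreted proteins, acute phase proteins, hepatocyte transcription factors, xenobiotic metabolism, HDAC genes, genes induced by HDAC inhibitors, histone genes, metallothioneins, the cell cycle, interferon and antigen presentation, the cytokines the paper names, immediate early genes, ER stress and heat shock, and markers of neurons, fibroblasts and leukocytes. Each list was tested against all other genes with limma's camera at an inter-gene correlation of 0.01, adjusted over the 29 lists, and again with an estimated correlation. Genes without a probe set of their own in the annotation used are not reported here.

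The alternatives were 5 other scalings (as deposited, quantile, 75th percentile, hybridisation controls and ribosomal protein genes), an offset of 0.5 of the median, a filter on probe sets below the median, limma without the trend and with a robust trend, the methods' t-test on log2 and on linear signals with and without adjustment, the replicate number as a block, leaving out each array, an unadjusted threshold, any probe set or the mean of all probe sets of a gene, and the probe set printed in the paper. Array checks gave a GAPDH 3' to 5' ratio of 0.973 with ethanol and 0.985 with TSA, and an ACTB ratio of 1.16 and 1.15. The geometric mean of the hybridisation controls was 1839 and 1902. The groups of 12531 of the 12555 called probe sets did not overlap; over all tested probe sets the share was 37.4%, where chance gives 10% for 3 arrays against 3. The scripts were tested on simulated data with the observed spread, in which 200 of the 54613 probe sets were changed. They recovered 5 of 66 probe sets changed by 0.5 log2, 24 of 67 changed by 1 and 40 of 67 changed by 2, with 3 false calls, and among probe sets above the median 31 of 34 changed by 2. Far fewer probe sets were changed there than were called in the real data (12555), and the adjustment depends on that number. The recovered shares therefore do not give those of the real comparison.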

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

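The test on the hybridisation controls and the shares of bright probe sets under the other scalings were chosen only after the results they bear on had been seen. These gene groups stand out because the paper's text does not discuss them for HepG2 cells, though its Table 3 lists single members of some, histones and metallothioneins included, and camera placed them above or below the other genes, though members of most went both ways or did not pass limma's threshold. Of 28 cell cycle genes, 25 were lower (26 adjusted over the list alone), and 19 to 21 were lower and 2 higher under the other scalings. Of 25 genes for proteins that hepatocytes secrete, 18 were lower (21 adjusted over the list alone). Of 10 acute phase genes, 8 were lower (8 adjusted over the list alone). Among 12 histone genes, 6 were higher and 3 lower (6 and 3 adjusted over the list alone). Among 7 metallothioneins, 5 were higher and 0 lower (5 higher adjusted over the list alone). Among 16 genes known to be induced by HDAC inhibitors, 8 were higher and 2 lower (9 and 3 adjusted over the list alone); TXNIP and MT1X of this list are also in the paper's Table 3. Among 14 immediate early genes, 5 were higher and 2 lower (5 and 2 adjusted over the list alone); EGR1 of this list is in Table 3. Among 20 neuronal genes, 6 were higher and 2 lower (8 and 2 adjusted over the list alone). By camera each of these 8 lists passed the threshold on the median scale and under all 5 other scalings, and none did with an estimated correlation (adjusted p = 0.25 for the metallothionein and neuronal lists and 0.43 for the others).

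More probe sets were lower than higher with TSA treatment on the median scale (77.3% of those called). The tables argue against RNA degradation, since the GAPDH and ACTB 3' to 5' ratios with TSA were at most 1.01 times those with ethanol, and against a single array, since at least 75.2% were lower without any 1 array. The scaling stays open: under quantile, 75th percentile and deposited scaling the highest share lower was 53.95%, so the excess of lower probe sets may come from the choice of the array median as the reference. Dim probe sets near background cannot be told apart as the source either: of the called probe sets above the 75th percentile of mean signal 86.7% were lower, but division by a median that dim probe sets had raised would itself lower the bright ones, and under the other scalings this share was 52.3% to 67.0%. A true loss of many transcripts after TSA treatment stays open as well, because no scaling used here measures total RNA per cell. The 6 arrays make only 10 splits, too few for a share under 0.05; the real split called 12555 probe sets, the only 1 with as many, and the highest other split called 0. Every other split mixes TSA and ethanol arrays in both groups, so the treatment difference adds to the spread within its groups. Their 0 calls therefore do not measure the rate of false calls.

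The array medians before scaling were higher on the TSA arrays (log2 ratio 0.37). A larger scaling factor in the deposited signals is argued against by the hybridisation controls, added at a fixed amount, whose log2 ratio was 0.048. A higher background on the TSA arrays may account for the difference: control probe sets for bacterial transcripts not added to the samples rose by a median of 0.74 log2 (12 of 15 rose; bootstrap interval 0.10 to 0.99). The rise was uneven: by array the median log2 control signal was 3.72, 3.72 and 3.54 with ethanol and 4.54, 3.87 and 4.98 with TSA. TSA replicate 2, with the lowest of these TSA values, had an array median (165.5) near those of TSA replicates 1 and 3 (173.1 and 164.5). As this rests on 1 array, it does not decide the point. Higher expression of many genes with low signal cannot be told apart from this, since named probe sets below the median in ethanol rose by a median of 0.52, which differs from the controls by -0.22, within the interval of the controls.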

How the results depend on the processing

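No alternative here was chosen after its result was seen. Of 184 named genes, 22 of them added after their values were seen, 160 were past the threshold, and 145 of these kept direction and call under all 5 other scalings. Many named genes were picked for their large changes, so these counts do not measure robustness over all genes. With the methods' t-test and adjustment 81 of the 160 called genes were no longer past the threshold on log2 signals and 105 on linear signals, and without adjustment 3 and 11. The 15 not kept under all scalings were CXCL8, DHCR7, HDAC2, HDLBP, IDH1, KLF6, LSS, MMP3, MVK, RPL3, RPL30, RXRA, SFN, TIMP4 and UMPS. Of 18 lists past the camera threshold, 11 were kept under all of these scalings. The limit throughout is signal over background: genes far below the array median have folds set by values near the floor, and the background controls differ between the groups.

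Main counts were 2851 probe sets higher and 9704 lower, and 1668 and 4146 at 2 fold. They became 7296, 5480, 3611 and 1781 as deposited, and 6042, 5758, 3184 and 1985 with hybridisation controls. With ribosomal protein genes they were 5340, 5739, 2966 and 2063. Quantile normalization gave 5355 higher, 5968 lower and 2396 lower at 2 fold; the 75th percentile gave 5538 higher, 2839 higher at 2 fold and 2227 lower at 2 fold. The scalings other than quantile normalization multiply each array by 1 factor and so set the level alone; quantile normalization also took away the gap between the medians of bright and dim probe sets (-0.0052 and -0.00071, against -0.41 and 0.060 on the median scale). The count higher at 2 fold was 849 with the offset of 0.5 and 841 with the filter on dim probe sets. The methods' t-test with adjustment gave 605 higher, 2866 lower, 425 higher and 1645 lower at 2 fold on log2 signals, and 370, 2075, 243 and 1286 on linear signals; the count of cholesterol enzymes lower was 4 under either. The cause of these drops was not tested. With the unadjusted threshold, which admits more probe sets by construction, 5090 were higher, and 2759 at 2 fold. Leaving out each array gave 2001 to 3078 higher, 7551 to 9946 lower, 1252 to 2009 higher and 3345 to 4639 lower at 2 fold, 9 cholesterol enzymes lower each time, and 12 to 15 lists lower and 5 higher by camera. The replicate numbers do not pair the arrays (residual correlations of same-number arrays 0.04, 0.03 and -0.03); with them as a block, 2745 probe sets were higher and 9828 lower, 1595 and 4105 at 2 fold, 9 cholesterol enzymes were lower, and 14 lists were lower and 5 higher.

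Of the list tests, 13 lists were lower and 5 higher; the lower ones were 6 under quantile normalization and 7 with the filter, and with an estimated correlation 0 were lower and 0 higher, where 3 lists had an unadjusted p under 0.05; the cause was not tested. HDLBP, lower in the main result, reversed to 0.074 as deposited, 0.17 with quantile normalization, 0.027 with hybridisation controls and 0.0073 with ribosomal protein genes. HDAC2 reversed to 0.052 with quantile normalization and 0.022 for the mean of all probe sets. ALDH1L1, at 0.019 in the main result, was -1.38 for the mean of all probe sets and -2.78 for the paper's printed probe set. The ribosomal protein list reversed to higher as deposited (adjusted p = 0.19) and with hybridisation controls (adjusted p = 0.40). ACLY, at -0.036 and not called, was higher at 0.34 as deposited, 0.39 with quantile normalization, 0.24 with the 75th percentile, 0.29 with hybridisation controls and 0.27 with ribosomal protein genes. SCAP, at -0.10 and not called, was higher at 0.27 as deposited and 0.36 with quantile normalization. For the mean of all probe sets CAD reversed to 0.069 and NDUFA2 to -0.0042. The cause of the reversals was not tested, apart from the scalings' own shift of all genes.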

Differences from the paper's values

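The paper's counts of changed genes were made at a p of 0.05 with the cross gene error model, its t-test and Benjamini-Hochberg correction; those here use limma at an adjusted p under 0.05, so the tests differ. The paper's count of changed genes is 6513, and 12555 probe sets changed here; of the alternatives set before the data were examined, limma without the trend (8619) comes within 1.5 times the paper's count, the limit used for each count here, and the others tried for this count do not. The paper's 1561 up regulated genes stand against 2851 here; limma without the trend (2057) and leaving out ethanol replicate 2 or any 1 of the TSA arrays come within this limit, and the others do not. The paper's 4952 down regulated genes stand against 9704 here; the 5 other scalings (5480, 5968, 6489, 5758 and 5739) and limma without the trend (6562) come within this limit. At 2 fold the paper's total is 3229, against 5814 here; quantile normalization (4500), the offset (3758) and the filter on dim probe sets (4281) come within it. The paper's 254 genes up at 2 fold stand against 1668 here, and of the alternatives the adjusted t-test on linear signals (243) comes within it.

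Of 59 fold values compared with the paper's, 3 differ by more than 1 SD of the arrays, each read by eye from Fig. 4. Where Tables 3 and 4 name a probe set, the comparison took that probe set. The paper's 18.5 fold for TUBB and 4.6 fold for CHST6 were met in this way (18.6 and 4.60), but the annotation used here gives these probe sets to TUBB2B and COTL1; by their own probe sets TUBB was 1.71 to 2.23 fold lower and CHST6 was 2.73 fold higher without passing the threshold (adjusted p = 0.066), which it passed under 4 of the 5 other scalings. Printed values of probe sets with no gene of their own, or with another gene, in this annotation were otherwise not compared. For ACAT2 the paper's array value is about -2.6 in Fig. 4, read by eye, against -6.32 fold here; none of the alternatives comes within that SD of it, and the value here matches the one in the paper's Table 4. For MVK the paper's value is about -2.1 in Fig. 4, read by eye, against -1.62 here, and the mean of all probe sets (-1.95) comes within the SD. For DHCR7 it is about -2.2 in Fig. 4, read by eye, against -1.49 here, and any probe set of the gene (-2.18) comes within the SD. Over the first 1997 genes of the paper's list of lower genes, the part that was read, the log2 folds here on the median scale were all within 0.25 of the paper's. With quantile normalization 550 were, and under each of the other scalings 0 were. For these genes the values argue against another scaling as the source of the paper's folds. A count near the paper's under another scaling therefore does not show that the paper used it.

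Of the 4 matrix metalloproteinases that the paper gives as decreased, MMP11 (-0.55) and MMP12 (-0.25) had a negative log2 fold change and MMP2 (1.39) a positive one; MMP1 lay below the unspiked bacterial controls in both groups, so no direction is given for it. MMP2 was called higher here by its brightest probe set, and no setting called it or MMP12 lower; another MMP2 probe set, brighter with ethanol (1.25 against 1.01), was 1.30 fold lower, a size within the paper's 1.2 to 1.5 fold, without passing the threshold (adjusted p = 0.44). MMP11 was called lower with the filter, the replicate block, the unadjusted threshold, any probe set and without ethanol replicate 1, and ADAMTS9 with the filter, the unadjusted threshold and the unadjusted t-tests. DHODH, which the paper gives as significantly inhibited, was called lower here by any probe set (-2.14) or the mean of all (-0.89), not by its brightest probe set (-0.42). APOA1 and APOB, which the paper gives as decreased, were also called lower by any probe set (-0.47 and -0.54) or the mean of all (-0.39 and -0.39), and APOB with the replicate block and the unadjusted threshold. ALDH1L1, lower in the paper, was lower here by the probe set of Table 4 (-2.78) and the mean of all probe sets (-1.38), not by the probe set with the highest mean log2 signal. LSS is not marked as lower in HepG2 cells in the paper's Fig. 2 and was called lower here (-0.68, adjusted p = 0.0024). The paper could not detect SREBF1 on its arrays; here its brightest probe set was above the array median in both groups (7.81 and 10.8).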

Other observations

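In HepG2 cells treated with TSA, some genes for histones, metallothioneins and known targets of HDAC inhibitors rose and others of these groups fell or did not pass the test, and many genes of the cell cycle and of the secreted products of hepatocytes fell; the camera calls on these lists were lost with an estimated correlation (adjusted p = 0.25 to 0.43). The linker histone H1-2 rose from a scaled signal of 2.41 ± 0.176 (SD, n = 3) to 25.2 ± 3.70 (SD, n = 3) (log2 fold change 3.38, adjusted p = 7.2e-06 from limma), and the core histones H2BC12 and H2BC4 rose by 3.06 and 2.50, while the variants H2AX and H2AZ1 fell, at -1.32 and -1.01. Among metallothioneins, MT1H and MT2A rose by 1.75 and 1.42. Known targets of HDAC inhibitors that rose included CLU (1.52) and the cell cycle inhibitor CDKN1A (0.98, adjusted p = 4.0e-04), and KLF6 and SFN fell (-0.60 and -0.50), calls that 1 of the 5 other scalings kept. The phosphatase CDC25A fell from 6.76 ± 0.441 (SD, n = 3) to 1.19 ± 0.0977 (SD, n = 3) (log2 fold change -2.50, adjusted p = 1.9e-05 from limma), and the replicative helicase subunits MCM6 and MCM5 were at -1.95 and -1.87. The mitotic genes BUB1 and CDC20 did not pass the test, at 0.27 (adjusted p = 0.13) and 0.19 (adjusted p = 0.26), and were called higher under all 5 other scalings.

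Of the secreted proteins, ceruloplasmin (CP), antithrombin (SERPINC1) and ITIH3 fell, at -1.85, -1.69 and -1.69, albumin (ALB) was at -0.27 (adjusted p = 0.075), and transthyretin (TTR) rose (0.55, adjusted p = 0.031). Acute phase genes that fell included haptoglobin (HP), hepcidin (HAMP) and ORM1, at -2.36, -2.29 and -2.18. Hepatocyte transcription factors were 0 higher and 7 lower of 12 (0 and 7 adjusted over the list alone; 3 or 4 lower and 1 higher under the other scalings), with FOXA1 at -1.82 and CEBPA at -1.13; the camera test missed the threshold (adjusted p = 0.068). Genes of xenobiotic metabolism were 3 higher and 3 lower of 17 (3 and 3 adjusted over the list alone; 3 lower and 3 or 4 higher under the other scalings), among them SULT2A1 (-2.12) and CYP1A1 (1.55), with camera adjusted p = 0.68. Genes of ER stress and heat shock were 1 higher and 9 lower of 14 (1 and 9 adjusted over the list alone; 5 to 7 lower and 1 to 4 higher under the other scalings), led by TRIB3 (-1.75) and HSPE1 (-1.43), and the list ranked below other genes by camera (adjusted p = 0.018, and adjusted p = 0.47 with an estimated correlation; up to 0.18 under other scalings). Interferon and antigen presentation genes were 6 higher and 4 lower of 23 (6 and 5 adjusted over the list alone; 4 lower and 9 or 10 higher under the other scalings): IFIT1, ISG15 and IFI6 rose (3.33, 1.63 and 1.63) and PSMB8 fell, with camera adjusted p = 0.15. The median log2 fold change of this list was -0.18 while its test pointed up. HDAC genes were 1 higher and 2 lower of 11 (1 and 2 adjusted over the list alone; 1 lower and 1 to 3 higher under the other scalings): HDAC4 fell (-1.38), HDAC3 rose (0.46), and HDAC2 fell (-0.42), a call no other scaling kept and that quantile normalization reversed (0.052); camera gave adjusted p = 0.61.

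Immediate early genes that rose besides EGR1 and FOS included DUSP1 (1.38) and IER3 (0.91). Of the neuronal genes that rose, INA went from 1.46 ± 0.112 (SD, n = 3) to 12.3 ± 1.54 (SD, n = 3) (adjusted p = 9.0e-06 from limma), and CHGB and CHGA rose by 2.67 and 2.54. Fibroblast markers were 1 higher and 0 lower of 13 (1 and 0 adjusted over the list alone; 0 lower and 1 or 2 higher under the other scalings), where COL1A1 was the 1 that rose (3.39, from 0.636 to 6.52), and leukocyte markers were 1 higher and 0 lower of 10 (1 and 0 adjusted over the list alone; 0 lower and 1 higher under the other scalings), where CORO1A was the 1 that rose (2.29, from 1.17 to 5.53). Camera gave adjusted p = 0.25 and 0.22 for these lists, both pointing up with medians of -0.069 and -0.029. The cytokines the paper names were 1 higher and 1 lower of 5 (1 and 1 adjusted over the list alone; 0 or 1 lower and 1 higher under the other scalings), with camera adjusted p = 0.36 pointing up and a median of -0.42. TGFB1 was the 1 that rose and CXCL8 (IL-8) the 1 that fell (-1.06, adjusted p = 0.025); the CXCL8 call stood under quantile normalization alone of the other scalings and was lost without ethanol replicate 2, TSA replicate 1 or TSA replicate 2. A brighter x_at probe set of CXCL8 was 2.01 fold lower (adjusted p = 0.0044), a call that 2 of the 5 other scalings kept. The Methods and the sample labels mention no LPS for these cells. TNF was at 0.85 (adjusted p = 0.14), IL12A at -0.42 (adjusted p = 0.45) and IL12B at -0.58 (adjusted p = 0.47), all with signals near or below the array median.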
